# Runx1 shapes the chromatin landscape via a cascade of direct and indirect targets

**DOI:** 10.1371/journal.pgen.1009574

**Published:** 2021-06-10

**Authors:** Matthew R. Hass, Daniel Brissette, Sreeja Parameswaran, Mario Pujato, Omer Donmez, Leah C. Kottyan, Matthew T. Weirauch, Raphael Kopan

## Abstract

Runt-related transcription factor 1 (Runx1) can act as both an activator and a repressor. Here we show that CRISPR-mediated deletion of *Runx1* in mouse metanephric mesenchyme-derived mK4 cells results in large-scale genome-wide changes to chromatin accessibility and gene expression. Open chromatin regions near down-regulated loci enriched for Runx sites in mK4 cells lose chromatin accessibility in *Runx1* knockout cells, despite remaining Runx2-bound. Unexpectedly, regions near upregulated genes are depleted of Runx sites and are instead enriched for Zeb transcription factor binding sites. Re-expressing Zeb2 in *Runx1* knockout cells restores suppression, and CRISPR mediated deletion of Zeb1 and Zeb2 phenocopies the gained expression and chromatin accessibility changes seen in Runx1KO due in part to subsequent activation of factors like Grhl2. These data confirm that Runx1 activity is uniquely needed to maintain open chromatin at many loci, and demonstrate that Zeb proteins are required and sufficient to maintain Runx1-dependent genome-scale repression.

## Author summary

Runt-related transcription factor (Runx) 1 & 2 impact development and disease by activating or repressing transcription. In this manuscript we used genome editing tools to remove Runx1, and as expected, observed widespread changes in chromatin accessibility. Newly closed areas contained Runx1 binding sites and were enriched near genes whose expression depended on Runx1. Interestingly, this occurred despite continued binding of Runx2 to the same regions of DNA, which suggests that Runx2 is insufficient to maintain open chromatin and expression of Runx1 target genes in this cellular context. By contrast, newly opened chromatin regions, many near genes that were upregulated in Runx1 knockout cells, did not enrich for Runx1 binding sites. Instead, these regions were enriched for sites for the repressor Zeb proteins. We found that the loss of Zeb 1 & 2 expression, direct transcriptional targets of Runx1, resulted in the opening of chromatin and upregulation of genes residing near the newly open sites in Runx1 knockout cells. The same sites were also open and nearby genes expressed in edited Zeb1 and Zeb2 knockout cells. Among them were transcription factors, such as the Grhl2 gene, which in turn bind to and upregulate their target genes. Thus, the loss of a single transcription factor initiates a cascade of direct and indirect ramifications with likely negative effects on development and health.

## Introduction

Mammalian genomes encode over 1,000 Transcription factors (TFs) which precisely control gene expression through complex combinatorial interactions and transcriptional cascades [1], executing the first step in translating genomic DNA sequence into function. To achieve this precision, TFs use a wide range of mechanisms, including initiating the activation or repression of gene expression directly or through the recruitment of co-factors, initiating new chromatin looping interactions between enhancers and target promoters, and altering the chromatin landscape through the repositioning of nucleosomes [2]. Achieving an understanding of the mechanisms underlying precise control of gene expression is thus an enduring and fundamental goal of molecular biology.

Runx/Runt TF family members recognize a characteristic TGTGGT DNA-binding motif, are conserved across all metazoans [3], and play important roles in development and disease [4,5], notably during hematopoiesis [6,7], skin development [8–10], and ossification [4,11–13]. Runx proteins can act as repressors, by recruiting the Groucho/TLE proteins via a C-terminal tetrapeptide WRPY, or as activators, by heterodimerizing with Core binding factor (CBF)ß and recruiting cell context-specific activators. Although the Runx proteins often play redundant roles when co-expressed given their homologous protein structures, post-translational modification-dependent co-factor interactions enable unique functions of specific Runx proteins [14–16]. In several developmental contexts, Runx proteins collaborate with Notch, at times facilitating Notch activity [17,18], and at others acting downstream of Notch [19]. The role that Runx1 plays in establishing chromatin accessibility has been studied in some detail within the hematopoietic system [20], where it acts to maintain chromatin accessibility. However, how Runx proteins influence gene regulatory networks in different cellular contexts remains to be elucidated.

We used the mouse metanephric mesenchyme-derived mK4 cells because they resemble cells undergoing mesenchymal to epithelial transition [21], which is a process critical to kidney development. Previously, we found that Runx binding sites were enriched near Notch-bound enhancers in mk4 cells [22]. Two of the three Runx paralogs, Runx1 and Runx2, are expressed in mK4 cells [21], facilitating detailed molecular comparison of Runx1 versus Runx2 functions in regulating gene expression and their integration with multiple signaling pathways. Such analyses are further aided in mK4 cells by the normal karyotype, the ease of CRISPR-mediated genetic manipulation, and by short doubling times, providing sufficient material for a variety of genomic assays.

In this study, we show that Runx1 plays an important role in regulating chromatin accessibility at many genomic loci in mK4 cells. In the absence of Runx1, Runx2 bound most of the Runx1-bound chromatin but could not maintain Runx1-dependent accessibility or gene expression. As Runx1 can repress expression of some genes, we anticipated re-expressed genes in Runx1KO cells to be actively repressed by Runx1; however, we were surprised to discover that accessible chromatin near loci expressed only after Runx1 deletion were depleted of Runx sites and instead enriched for Zeb sites, suggesting indirect involvement of Runx1 in their regulation. Further investigation revealed that repression at multiple loci throughout the genome is mediated by two Runx1-dependent targets, Zeb1 and Zeb2. Zeb proteins are sufficient for repression since restoring Zeb2-expression in Runx1KO cells repressed ectopically expressed genes in Runx1KO cells. We demonstrated that Zeb repressors were required for repression in the presence of Runx1 by inactivating Zeb1 and Zeb2 in parental mK4 cells, which phenocopied the gained accessibility and expression seen in Runx1 knockout. Thus, the direct impact of Runx1 on chromatin in mK4 cells is mediated primarily through its ability to promote and maintain chromatin accessibility and transcriptional activator function, rather than through its repressor function. Collectively, these data provide mechanistic insight into how Runx and Zeb TFs interactively control gene expression and place Runx1 at a top of a TF cascade maintaining the global chromatin landscape.

## Results

### Generation and characterization of Runx1 knockout cells

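The guide RNA sequences of S1 Data were searched in the mm9 genome and placed on the GENCODE vM1 gene models. Runx1 (ENSMUSG00000022952.9) lies on chromosome 16 from 92601712 to 92826311 on the minus strand. Runx1 gRNA 1, CACAACAAGCCGATTGAGTA, matches the plus strand from 92695999 to 92696018, next to the PAM AGG. Runx1 gRNA 2, AGGAGTACCTTGAAAGCGAT, matches the plus strand from 92695721 to 92695740, next to the PAM GGG, across the edge of a coding exon. A cut at the usual position of Cas9 in each site would remove 278 bp, from 92695738 to 92696015. In transcripts Runx1-201 and Runx1-204 exon 3 of 8 spans 92695729 to 92695982 (254 bp, all of it coding). In Runx1-203 and Runx1-205 the same bases belong to exon 1, where coding sequence begins at 92695998, inside the expected deletion. Each guide has 1 perfect site next to an NGG PAM in the genome and none with 1 or 2 mismatches. With 3 mismatches gRNA 1 has 2 further sites, none in a coding exon, and gRNA 2 has 0.

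**Figure D1:**
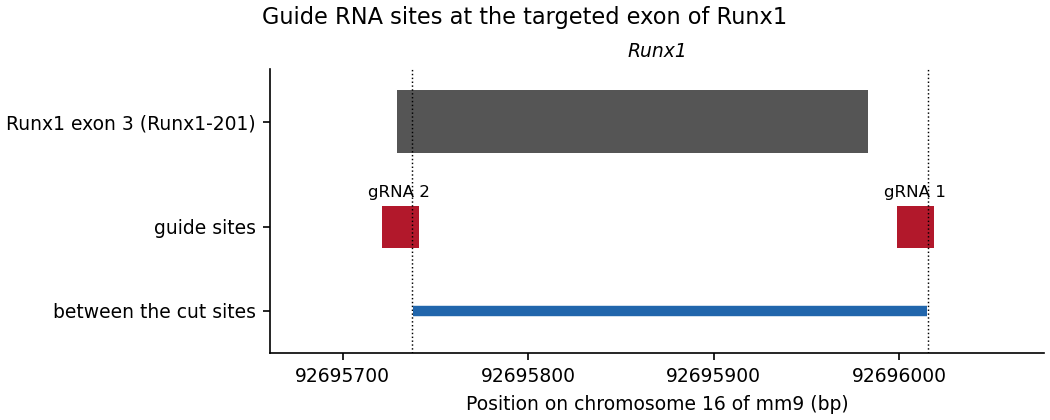
Position on chromosome 16 (bp, mm9) of the Runx1 guides, the expected deletion and exon 3 of Runx1-201, which is all coding and drawn dark. The deletion of 278 bp covers nearly all of exon 3 of Runx1-201.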

To generate cells lacking Runx1 activity, we targeted Runx1 with two gRNAs flanking exon 3, which contains the start codon of the transcript expressed in mK4 cells and encodes part of the Runt DNA binding domain (Fig 1A). Multiple clones grew after selection with puromycin showing deletion of the targeted exon 3 (Fig 1A) by PCR genotyping and loss of Runx1 protein as confirmed by Western blot (Fig 1B). The expression of Runx2 in these cells remained unchanged (Figs 1B and S1). Thus, any functional differences between Runx1KO cells and the parental mK4 cells (control) would indicate potential Runx1-specific roles that cannot be compensated for by Runx2.

**Fig 1:**
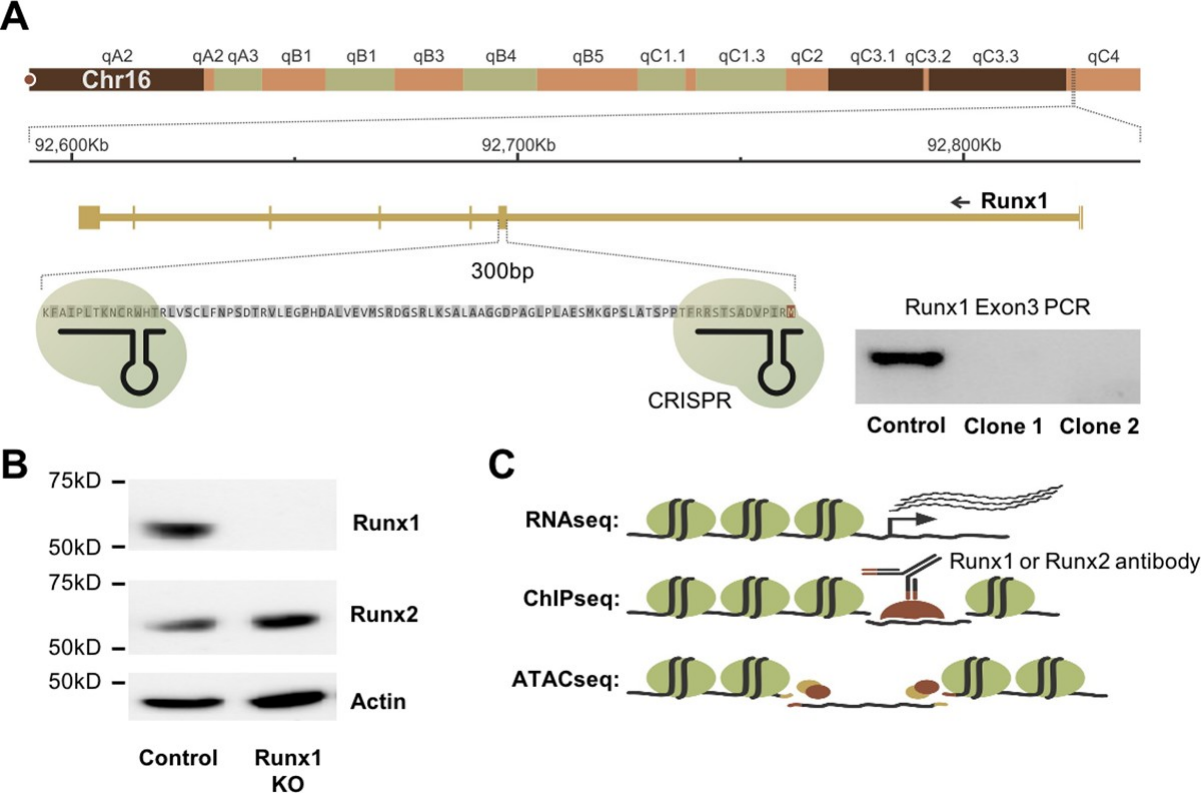
Generation and Characterization of Runx1KO Cells. A) Diagram of the Runx1 exon 3 region targeted for deletion using CRISPR-Cas9 and confirmation of deletion by PCR. B) Western blot showing that Runx1KO cells lack Runx1 protein but contain Runx2. C) Schematic of genomic analyses utilized to characterize Runx1KO cells.

To determine the impact of Runx1-deficiency, we performed multiple genomic assays comparing Runx1KO to parental mK4 cells. Specifically, we analyzed gene expression through RNA-seq, identified genomic locations bound by Runx1 and Runx2 through ChIP-seq, and mapped chromatin architecture by ATAC-seq (Fig 1C). 

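RNA-seq of poly(A) RNA was compared between 3 libraries of control mK4 cells and 3 libraries of Runx1KO cells. The authors trimmed the reads with Trim Galore, aligned them to mm9 with STAR, removed duplicates with sambamba and counted reads on RefSeq genes with featureCounts. Their deposited table lists TPM values with 1 decimal for 24953 genes. Each library sums to between 999985 and 999998 TPM, so the number of reads per library cannot be read from it. Between 12541 and 12574 genes (median 12561) reach 1 TPM in the control libraries, and between 12674 and 12695 (median 12679) in the Runx1KO libraries. The 100 most abundant genes hold 18.6 to 19.0% of TPM in control and 18.7 to 19.2% in Runx1KO libraries. Pairs of libraries of one genotype correlate at r = 0.994 to 0.995 (Pearson, log2(TPM+1), 13374 genes). Here each library was taken as 1 sample, and genes with at least 1 TPM in at least 3 of the 6 libraries were fitted on log2(TPM+1) with limma, with a trend in the variance. Adding 1 to TPM pulls the fold changes of genes near 1 TPM toward 0. The text does not state whether the libraries of a genotype came from one clone or several, so a difference between genotypes holds any difference between clones.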

The RNA-seq, ChIP-seq, and ATAC-seq experiments were all performed in biological triplicates to enable statistical analyses for the identification of significant differences between control and Runx1KO cells.

### Runx1-deficiency induces dramatic changes in gene expression

RNA-seq analysis identified 1,599 upregulated and 1,041 down-regulated transcripts that were significantly altered across highly consistent replicates in Runx1KO cells relative to control cells (Fig 2A; fold change > 2-fold, FDR < 0.05; S1 Table). 

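The targeted gene was read first. Runx1 stood at 17.4 ± 1.61 TPM (mean ± SD, n = 3) in control libraries and 29.6 ± 0.987 TPM in Runx1KO libraries. Its log2 fold change was 0.74 (SE 0.068), with a limma Benjamini-Hochberg adjusted p of 6.72e-05, two-sided, and stayed between 0.67 and 0.79 when any 1 library was left out. TPM is summed over the whole gene, so the loss of 1 exon does not show in it and the labels are neither checked nor contradicted. Of 13067 genes tested, 1034 were higher and 666 lower in Runx1KO cells by more than 2-fold at an adjusted p under 0.05. The limit of 1.3-fold given in the methods moved the counts most, to 2413 higher and 2444 lower. Past 4-fold, 402 genes were higher and 237 lower. The 3 libraries of one genotype all lay above those of the other for 1690 of the 1700 called genes. Of all tested genes 73.7% lay apart in this way, against the 10% that chance gives. The largest fall was that of Tmsb4x, from 125 ± 11.8 TPM in control to 0.3, 0 and 0 TPM in the Runx1KO libraries (log2 fold change -6.85). The largest rise was that of Krt8, from 2.43 ± 1.01 to 2353 ± 46.4 TPM (log2 fold change 9.46). Both rankings are on the scale of log2(TPM+1). With a pseudocount of 0.1 the log2 fold change of Cldn4 was 10.40, so the order can depend on the pseudocount.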

Consistent with previous studies, Runx1KO cell downregulated genes were enriched for the GO term identifying TGF-beta receptor signaling pathway (23.73 fold enriched, p-value 0.0012, FDR 0.039 S2 Table) [23]. analysis of the upregulated genes in Runx1KO cells identified enrichment for biological processes including antigen processing and presentation (6.38 fold enriched, p-value 5.83 x 10^−07^, FDR 2.3 10^−04^, Tables 1 and S2), consistent with the critical role that Runx1 plays in the immune system and with observations in human patients with Runx1 mutations [24]. The widespread changes in gene expression caused by Runx1-deficiency are consistent with previous observations of non-redundancy with Runx2, as seen in other cellular contexts [4]. Thus, Runx1 plays a critical role in controlling the transcriptome within mK4 cells in a manner that cannot be compensated for by Runx2. 

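Runx2 mRNA was present in both cell lines, at 5.47 ± 0.551 TPM in control and 3.73 ± 0.153 TPM in Runx1KO cells (SD, n = 3 each). This is a log2 fold change of -0.45 (SE 0.078, limma Benjamini-Hochberg adjusted p 0.00175, two-sided). Runx3 was listed at 0.3, 0.1 and 0.2 TPM in the control libraries and at 0 in all 3 Runx1KO libraries, below the filter. The shared partner Cbfb had a log2 fold change of -0.10 (SE 0.043). From the extent of the changes in cells that keep Runx2, the paper concludes that Runx2 cannot take the place of Runx1.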

We next examined if differences between Runx1 and Runx2 effects on gene expression might be due to differences in DNA binding preferences or differences in genomic binding locations.

**Fig 2:**
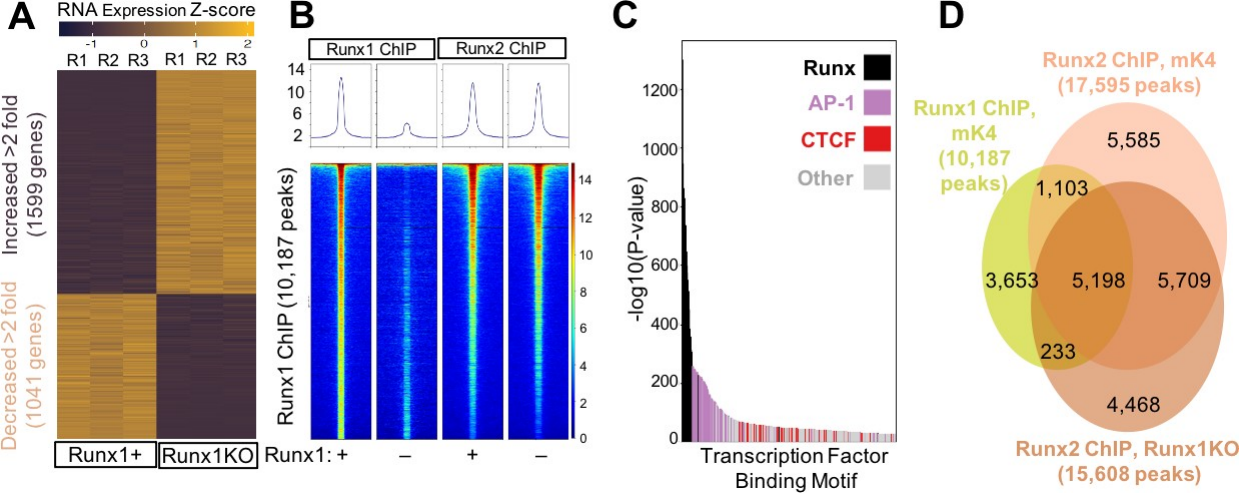
Widespread Transcriptional Changes in Runx1KO Cells Despite Runx2 Largely Occupying the Same Regions as Runx1. A) Heatmap of RNA-seq triplicates showing 1,705 upregulated and 1,182 downregulated genes (over 2 fold) in Runx1KO cells compared to control mK4 cells. B) Heatmaps of ChIP-seq reads mapping to Runx1 peaks from Runx1 ChIP or Runx2 ChIP in control versus Runx1KO cells with all four heatmaps being the same Runx1 ChIP peak locations ordered by the strength of the Runx1 ChIP peak. C) Graph displaying -log10 p-values of motif enrichment, revealing that Runx1 motifs are the most highly enriched motifs in the Runx1 ChIP peaks. D) Venn diagram showing the overlap of Runx1 and Runx2 ChIP peaks. Note, the lower overlap of called peaks in the Venn diagram is likely due to the Runx2 signal being just below the threshold for peak calling for many of the peaks on the lower half of the heatmap in A. RELI analysis confirmed the very significant overlap of the Runx1 and Runx2 ChIP (138.5 fold enrichment, corrected p-value 1.45 x 10^−218^).

**Table 1:** Gene Ontology of Runx1 Regulated Genes. This table shows the top 5 gene ontology categories from the S2 Table, based on the fold enrichment for genes down-regulated in Runx1KO cells (top) or down-regulated in Runx1KO cells (bottom).

**Runx1KO Down-regulated Gene Biological Process Gene Ontology**	**GO number**	**Fold Enrichment**	**p-value**	**FDR**
Transforming growth factor beta receptor complex assembly	7181	23.73	1.20x10^-03^	3.39x10^-02^
Condensed mesenchymal cell proliferation	72137	17.8	2.04x10^-03^	4.99x10^-02^
Regulation of serotonin uptake	51611	17.8	2.04x10^-03^	4.98x10^-02^
Chemoattraction of axon	61642	17.8	2.04x10^-03^	4.98x10^-02^
Negative regulation of synapse assembly	51964	15.82	4.59x10^-04^	1.63x10^-02^
**Runx1KO Up-regulated Gene Biological Process Gene Ontology**	**GO number**	**Fold Enrichment**	**p-value**	**FDR**
Positive regulation of cGMP-mediated signaling	10753	9.3	2.32x10^-04^	2.16x10^-02^
Gamma-delta T cell activation	46629	8.45	3.40x10^-04^	2.85x10^-02^
Regulation of ribonuclease activity	60700	8.26	3.86x10^-05^	5.38x10^-03^
Positive regulation of epidermal growth factor-activated receptor activity	45741	7.15	6.72x10^-04^	4.72x10^-02^
Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-independent	2486	6.38	5.83x10^-07^	2.30x10^-04^

### Runx1 and Runx2 bind near genes that are down-regulated in Runx1KO cells

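ChIP-seq for Runx1 in control cells and for Runx2 in control and Runx1KO cells was analysed from the authors' peak lists, 1 per antibody and cell line. The methods describe 3 replicates per group whose reads were combined before peaks were called with MACS2 on mm9, and peaks found with the Runx1 antibody in Runx1KO cells were taken out. The lists therefore carry no replicate error and no read depth, and all intervals below treat each peak as 1 unit. Their columns are those of narrow peaks with the authors' fold over background and -log10 q-value. The highest q-values are 0.0455 for Runx1 in control, 0.0494 for Runx2 in control and 0.0494 for Runx2 in Runx1KO cells. Here peaks were intersected with bedtools, a Runx1 peak counting as shared when at least 50% of its length was covered. Shares carry Wilson 95% intervals. Motifs were counted as consensus matches in the mm9 sequence of each peak and in 1 shuffled copy with the same dinucleotides.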

To identify genomic loci occupied by Runx proteins, we performed Runx1 and Runx2 ChIP-seq. 

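The Runx1 list holds 10187 peaks with a median width of 170 bp (110 to 1411 bp). The authors' fold over background runs from 1.96 to 13.9, with a median of 4.45. Of these peaks 518 (5.08%) have a q-value above 0.01. On the chromosomes of the genome sequence used here lie 9977 of them, and 210 lie on other sequences and were left out of the motif counts. Of the Runx1 peaks 4970 (48.8%) overlap no ATAC-seq peak of any class.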

ChIP-seq in mK4 cells produced 10,187 peaks that were highly reproducible between replicates but not present in Runx1KO cells, illustrated in heatmaps of the Runx1 ChIP-seq reads mapped to peaks in control and Runx1KO cells (Figs 2B and S2A) and in the correlation matrix of the reads on the Runx1 ChIP peaks between the various samples (S2B Fig). 

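The Runx consensus TGTGGT occurs in 3300 of the 9977 Runx1 peaks with sequence (33.1%, Wilson 95% interval 32.2 to 34.0%). In the shuffled copies of the same peaks it occurs in 15.4%, an odds ratio of 2.71 (two-sided p 6.88e-189, Benjamini-Hochberg adjusted 3.67e-188 over 32 motif tests). Taking 200 bp around the middle of each peak in place of the whole peak gave 33.6%.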

HOMER transcription factor binding site motif enrichment analysis using mouse motifs from the Cis-BP database including all reported motifs for various TFs [25] identified Runx motifs as the most highly enriched in the control cell dataset (p-value 1 x 10^−1298^) (Fig 2C and S3 Table). These data, combined with the limited number of peaks and relative lack of Runx motif enrichment in the Runx1KO cells, confirm the specificity of the antibody used for the ChIP assay to identify genomic regions are bound by Runx1. The second most enriched class of motifs were for the AP-1 family, a heterodimer composed of proteins belonging to the c-Fos, c-Jun families and shown previously to be co-enriched with Runx1 [26] and mark enhancers in most cell types (27). This suggests a role for Runx1 in maintaining enhancer accessibility to allow binding by other cell-type specific TFs [27–30].

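The AP-1 consensus TGA(C/G)TCA occurs in 951 of the Runx1 peaks (9.53%, Wilson 95% interval 8.97 to 10.1%) and in 3.62% of their shuffled copies. The odds ratio of 2.81 has a two-sided p of 1.29e-65 (adjusted 2.95e-65). Among mRNAs for AP-1 proteins, Fos rose from 412 ± 10.9 to 1500.3 ± 42.7 TPM in Runx1KO cells (SD, n = 3 each; log2 fold change 1.86, limma Benjamini-Hochberg adjusted p 1.72e-08). Junb fell by a log2 fold change of -0.25, and Fosl1 rose by 0.16.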

To further determine whether these Runx1 bound regions were involved in transcriptional regulation, we assigned genes to the Runx1 ChIP peaks using the GREAT annotation tool [31] and compared the genes near immunoprecipitated chromatin to the genes that exhibiting expression changes of over 2-fold in Runx1KO cells (S1 Table). This analysis showed that 49% (514/1041) of downregulated genes in Runx1KO cells had a Runx1 ChIP-seq peak in their vicinity, a 1.87 fold enrichment over what was expected by chance (hypergeometric p-value 1.71 x 10^−58^). In contrast, only 34% (545/1599) of upregulated genes had a nearby immunoprecipitated peak (a 1.41 fold enrichment). 

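Genes were placed near peaks by the GREAT rule of a basal domain (5 kb upstream, 1 kb downstream) extended up to 1000 kb to the neighbouring genes. Of the tested genes 11148 (85.3%) have a position in the gene models under the same symbol, among them 882 higher and 585 lower in Runx1KO cells. A Runx1 peak lies near 358 of the 585 lower genes (61.2%, Wilson 95% interval 57.2 to 65.1%) and near 50.1% of all tested genes. This is 1.22-fold (one-sided hypergeometric p 1.96e-08, adjusted 8.98e-08 over 32 tests of called genes). The way of placing genes changed this result most, since peaks within 20 kb of the transcription start gave 0.761-fold and the nearest start within 100 kb gave 1.09-fold. With all annotated genes of the table as background the value was 1.42-fold.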

While the limited overlap of Runx1 ChIP peaks near upregulated genes cannot exclude the possibility that some of these may represent sites of Runx1 mediated repression, the results are consistent with the loss of expression in Runx1KO cells of direct Runx1 targets and less consistent with a model in which upregulated genes were repressed directly by Runx1.

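Of the 882 higher genes 350 have a Runx1 peak nearby (39.7%, Wilson 95% interval 36.5 to 42.9%), which is 0.792 of the share among all tested genes. Lower genes have a Runx1 peak nearby more often than higher genes, with an odds ratio of 2.40 (95% interval 1.94 to 2.97, two-sided p 6.27e-16). The size of this gap depends on how genes are placed. With the nearest start within 100 kb the shares were 37.3% of lower and 24.0% of higher genes. With peaks within 20 kb of the start they were 27.5 and 25.6%. From the peaks near lower genes and their limited number near higher genes, the paper proposes that direct targets of Runx1 lose expression when it is absent, and does not exclude that some higher genes are repressed by it directly.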

The failure of Runx2 to regulate the same genes as Runx1, as reflected in the RNA-seq data (Fig 2A), might reflect differential occupancy of certain genomic regions by Runx1, and not Runx2, due to differences in DNA binding preferences or protein interaction partners. Alternatively, Runx1 and Runx2 might occupy the same loci, but Runx2 might have different effects on gene expression compared to Runx1. To further investigate these possibilities, we performed Runx2 ChIP-seq in both control and Runx1KO cells. The Runx2 ChIP identified combined sets of 17,595 peaks present in control cells and 15,608 peaks present in Runx1KO cells, with the Runx motif strongly enriched in both cell types (p-value 1 x 10^−2244^ and 1 x 10^−2363^, respectively (S3 Table)). 

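The Runx2 lists hold 17595 peaks in control cells (median width 216 bp) and 15608 in Runx1KO cells (median width 257 bp). The authors' fold over background has a median of 4.20 in control, from 1.82 to 15.5, and of 4.10 in Runx1KO cells, from 1.67 to 13.6. Peaks with a q-value above 0.01 number 670 (3.81%) and 319 (2.04%). The Runx consensus occurs in 40.0% of the control peaks with sequence and in 17.1% of their shuffled copies (odds ratio 3.24). In Runx1KO cells it occurs in 44.6% and in 18.9% of the copies (odds ratio 3.46).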

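Of the 10187 Runx1 peaks, 6048 (59.4%, Wilson 95% interval 58.4 to 60.3%) are covered to at least 50% by a Runx2 peak of control cells. A Runx2 peak of Runx1KO cells covers 5247 of them (51.5%, interval 50.5 to 52.5%). Both cell lines have a Runx2 peak at 4947, control cells alone at 1101, Runx1KO cells alone at 300 and neither at 3839 (exact McNemar p 1.34e-107, two-sided). Of the Runx1 peaks shared with Runx2 in control cells 81.8% stay shared in Runx1KO cells. Requiring 50% of both peaks moved the shares most, to 40.5% in control and 31.2% in Runx1KO cells, while any overlap of 1 bp gave 61.9% and 53.3%. In 100 random placements of the Runx1 peaks the mean share was 0.184% for Runx2 of control cells and 0.196% for Runx2 of Runx1KO cells. From the weakest to the strongest of 4 equal groups of Runx1 peaks by the authors' fold, the shares rise from 41.4 to 88.7% in control and from 34.7 to 82.1% in Runx1KO cells. Runx1 peaks with a Runx2 peak in Runx1KO cells have a median fold of 4.96, and those without one 4.22.

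**Figure D2:**
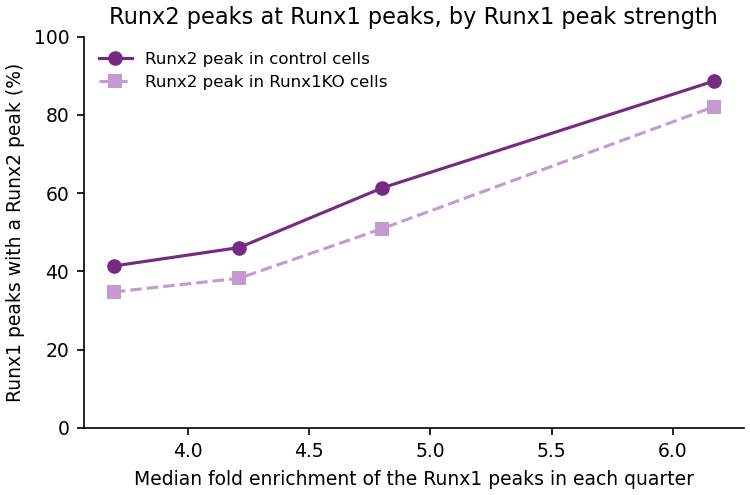
Share of Runx1 peaks covered by a Runx2 peak (percent, without intervals) in 4 equal groups of Runx1 peak strength, for Runx2 in control and in Runx1KO cells. The share rises with strength in both, up to 88.7% and 82.1%.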

Comparisons between the chromatin bound by Runx1 and Runx2 revealed remarkable overlap of the peaks in control cells, and retention of Runx2 ChIP signal at Runx1 peaks in Runx1KO cells (Figs 2B, 2D, and S2A). The majority of Runx1 peaks are enriched for Runx2 ChIP reads relative to adjacent background regions. Regulatory Element Locus Intersection (RELI) analyses [32] confirmed the highly significant agreement between the Runx1 (mk4), Runx2 (mk4), and Runx2 (Runx1 KO) ChIP-seq datasets (control cell 194.46 fold enriched, p-value 2.0 x 10^−219^; Runx1KO cell 177.85 fold enriched, p-value 2.32 x 10^−219^; S2C Fig and S4 Table). These results suggest that the regulatory regions near downregulated genes in Runx1KO cells retain Runx2 binding, which evidently is not sufficient to drive their expression. 

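Runx1-bound ATAC-seq peaks that close in Runx1KO cells were asked for a Runx2 peak. Of 1028 such peaks 858 (83.5%, Wilson 95% interval 81.1 to 85.6%) overlap a Runx2 peak of Runx1KO cells by at least 1 bp, and 170 do not. In control cells 985 of them (95.8%) overlap a Runx2 peak. Among Runx1-bound peaks that stay open the share in Runx1KO cells is 3587 of 3843 (93.3%), and the odds ratio between both groups is 0.360 (0.293 to 0.443, p 1.73e-20, two-sided). A required overlap of 50% of the ATAC-seq peak gave the lowest share, 71.8%. From retained Runx2 near genes that fall, the paper proposes that Runx2 binding alone does not drive them.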

Notably, enrichment analysis revealed that the Runx1 ChIP regions overlapped very significantly with FOSL1 and various Jun proteins in other cell types, consistent with the observed AP-1 motif enrichment in our ChIP datasets and supporting the hypothesis that Runx1 binds to enhancers. Accordingly, the Runx1 ChIP peaks enriched significantly for enhancer marks such as H3K27 acetylation, H3K4 methylation, H3K4 dimethylation, H3K4 trimethylation, and DNase sensitivity in multiple cell types, strengthening the assertion that the Runx1 bound regions are likely enhancers. We confirmed these associations by performing H3K27 acetylation ChIP-seq in control and Runx1KO cells, which revealed that Runx1 ChIP-seq peaks significantly overlap with H3K27 acetylation peaks that were stronger in control cells compared to Runx1KO cells (33.36 fold, p-value 2.17 x 10–182) (S4 Table). Filtering Runx1 ChIP peaks only to those that overlapped with predicted AP-1 binding showed similar enrichment for H3K27 acetylation in control cells (Runx1 enrichment 35.48 fold, p-value 2.83 x 10–180). By contrast, Runx1 ChIP peaks that did not overlap with predicted AP-1 binding sites were not significantly enriched for control cell specific H3K27acetylation. Overall, these analyses indicate that Runx1 has transcriptional activator function at enhancers in a large subset of its target loci. Runx2 can also bind these enhancers but is not sufficient to maintain open chromatin or to activate the expression of the associated genes.

### Dramatic changes in chromatin accessibility drive expression changes in Runx1KO cells

The Runx2 ChIP data indicated that most regulatory regions remained accessible to Runx2 binding in Runx1KO cells (Fig 2B). 

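Of the Runx2 peaks of control cells 9820 (55.8%, Wilson 95% interval 55.1 to 56.5%) are covered to at least 50% by a Runx2 peak of Runx1KO cells. In the other direction 9335 Runx2 peaks of Runx1KO cells (59.8%) are covered by one of control cells. Runx1 peaks cover 24.1% of the Runx2 peaks of control cells and 21.0% of those of Runx1KO cells. Of the Runx2 peaks 31.4% lie outside every ATAC-seq peak in control and 20.5% in Runx1KO cells.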

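ATAC-seq of 3 control and 3 Runx1KO replicates was analysed from the authors' peak lists, which give 3 classes of regions on mm9 and no values per replicate. The methods describe alignment with STAR, removal of duplicates, peaks from MACS2 kept when present in at least 2 of 3 replicates, and counts under peaks from featureCounts. Each region carries, in unlabelled columns of the authors' deposited table, a log2 fold change of Runx1KO over control and what reads as a -log10 p or adjusted p. No read depth, library complexity or nucleosome signal can be read from these lists. Here the classes were taken as deposited and intersected with the ChIP-seq peaks (at least 1 bp), with genes and with motif matches. Shares were compared by odds ratios with two-sided tests, and by 10000 circular shifts of the class labels along the chromosomes, which keep neighbouring regions together.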

To examine chromatin accessibility near down regulated genes in Runx1KO cells, we next performed ATAC-seq experiments. As with the RNA-seq and ChIP-seq data, all ATAC-seq replicates were highly reproducible (S3A and S3B Fig). 

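The class of regions that stay open holds 37481 peaks, with a median width of 624 bp and a median GC content of 52.3%. Log2 fold changes in the authors' deposited table run from -0.99 to 0.99 in this class. Of these regions 29911 lie below -log10 of 0.05 in the last column of the authors' deposited table, and 7570 lie at or beyond it, 4267 lower and 3303 higher in Runx1KO cells.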

The majority of open chromatin regions represented by 37,481 ATAC-seq peaks displayed similar levels of reads between control and Runx1KO cells, henceforth called Runx1-independent ATAC-seq peaks (Fig 3A, intersect in Venn diagram, and heatmap in Fig 3B, left panel). 

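The class that closes in Runx1KO cells holds 8741 peaks, with a median width of 613 bp and a median GC content of 49.0%. In the authors' deposited table its log2 fold changes run from -6.65 to -1 with a median of -1.94, and 27 of its peaks do not reach 0.05.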

Notably, we also observed substantial and reproducible loss in chromatin accessibility after Runx1 was deleted– 8,741 genomic loci had significantly lower accessibility in Runx1KO cells vs control, which we denote as Runx1-dependent peaks (Fig 3A, left unique area in Venn diagram and heatmap in Fig 3B, middle panel). Interestingly, a similar number of regions (9,427) showed increased accessibility in Runx1KO cells vs control (Runx1KO-induced; Fig 3A right unique area in Venn diagram and heatmap in Fig 3B, right panel). 

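The class that opens in Runx1KO cells holds 9427 peaks, with a median width of 505 bp and a median GC content of 51.3%. In the authors' deposited table its log2 fold changes run from 1 to 5.31 with a median of 1.57, and 570 of its peaks do not reach 0.05.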

We denote these sites as Runx1KO-induced.

**Fig 3:**
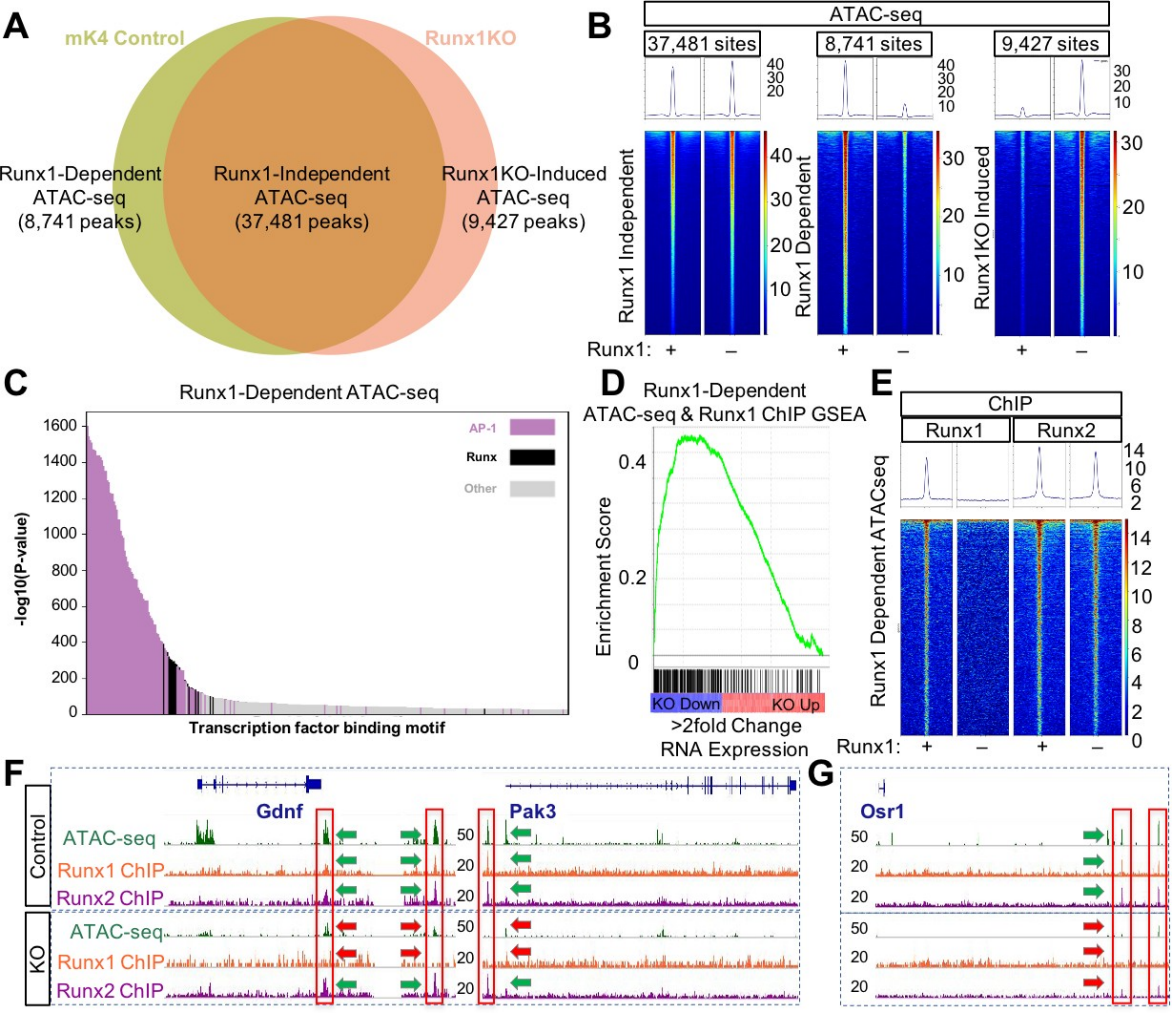
Runx1 Deletion Alters Chromatin Accessibility Despite the Presence of Runx2. A) Venn diagram of ATAC-seq peaks in control and Runx1KO cells showing the number of regions open in both cell lines (Runx1-independent), regions open only in control cells (Runx1-dependent) and regions open only in Runx1KO cells (Runx1KO-induced). B) Heatmaps of the ATAC-seq reads mapping to Runx1-independent, Runx1-dependent, and Runx1KO-induced peaks in the control and Runx1KO cells. C) Graph of the -log10 p-values of motif enrichment, displaying that Runx1-dependent ATAC-seq peaks are strongly enriched for AP-1 and Runx motifs. D) Gene set enrichment analysis showing enrichment of transcriptionally down-regulated genes (in blue and up-regulated in red) by Runx1-dependent ATAC-seq peaks that are bound by Runx1. E) Heatmap showing Runx1-Dependent ATAC-seq regions bound in Runx1 and Runx2 ChIP experiments. F) Genomic snapshots of *Gdnf* and *Pak3* genes that are downregulated in Runx1KO cells showing open chromatin regions present in control cells but not Runx1KO cells that are bound by Runx1 and Runx2 and retain Runx2 binding in the Runx1KO cells. G) Genomic snapshot of the Runx1KO downregulated gene *Osr1* that has genomic regions that lose chromatin accessibility in Runx1KO cells, which are bound by Runx1 and Runx2 in control cells, with reduced Runx2 binding in Runx1KO cells.

These changes in chromatin accessibility could reflect Runx1 functioning as an activator at some loci (i.e., by opening or maintaining the accessibility of Runx1-dependent sites) and a repressor at others (i.e., by keeping Runx1KO-induced sites inaccessible). If Runx1 is directly acting as both an activator and a repressor in this manner, then both classes would be expected to be enriched for Runx1 motifs. To test this hypothesis, we repeated the analyses described above and again found strong enrichment for AP-1 motifs (p-value 1 x 10^−1601^), further implicating Runx1-dependent ATAC-seq regions as enhancers (Fig 3C and S3 Table). 

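The AP-1 consensus occurs in 45.8% of the 8741 Runx1-dependent peaks (Wilson 95% interval 44.7 to 46.8%), 43.9% of the Runx1KO-induced peaks and 33.6% of the Runx1-independent peaks. Shuffled copies hold it in 15.0, 13.7 and 12.3%. Against independent peaks the odds ratio for dependent peaks is 1.67 (two-sided p 1.37e-98, adjusted 3.99e-98). Against induced peaks it is 1.08 (p 0.0132, adjusted 0.0136). This last value changed direction with 200 bp around the middle (0.921), with peaks matched in width and GC content (0.871) and relative to shuffled copies (0.975).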

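The Runx consensus occurs in 4764 of 8741 dependent peaks (54.5%, Wilson 95% interval 53.5 to 55.5%), in 35.4% of induced and in 38.5% of independent peaks. Shuffled copies hold it in 35.9, 34.2 and 32.3%. The odds ratio of dependent over induced peaks is 2.18 (p 8.51e-148, two-sided) and over independent peaks 1.92 (p 2.65e-163). Runx1 peaks overlap 1028 of the dependent peaks, a share of 11.8% (interval 11.1 to 12.5%).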

The 2nd most enriched motif class in Runx1-dependent open chromatin regions was Runx (p-value 1 x 10^−388^) and as expected, the dataset had highly significant overlap with our Runx1 ChIP data (26.43 fold enriched, Bonferroni corrected p-value 2.16 x 10^−211^; S4 Table). This enrichment of Runx1 ChIP peaks within Runx1-dependent ATAC-seq peaks was nearly 10 fold higher than the enrichment of Runx1 ChIP peaks within Runx1KO-induced ATAC-seq peaks (5.2 fold enrichment, corrected p-value 9.1 x 10^−67^), consistent with a role for Runx1 in promoting and maintaining open chromatin in these cells, but not with Runx1 maintaining repression. 

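Runx1 peaks overlap 118 of the 9427 induced peaks (1.25%) and 3843 of the independent peaks (10.3%, Wilson 95% interval 9.95 to 10.6%). The odds of a Runx1 peak are 10.5 times as high in dependent as in induced peaks (8.67 to 12.8, p 6.66e-209, adjusted 9.98e-209 over 9 tests, two-sided). Against independent peaks they are 1.17 times as high (1.08 to 1.26, p 4.45e-05, adjusted 5.01e-05). No circular shift of the labels gave as large a difference, so p is 0.0001, the smallest the shifts can give. Dependent and induced peaks matched in width gave the lowest odds ratio by that control, 8.69. From the larger excess of Runx1 peaks in dependent than in induced regions, the paper proposes that Runx1 opens chromatin and keeps it open.

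**Figure D3:**
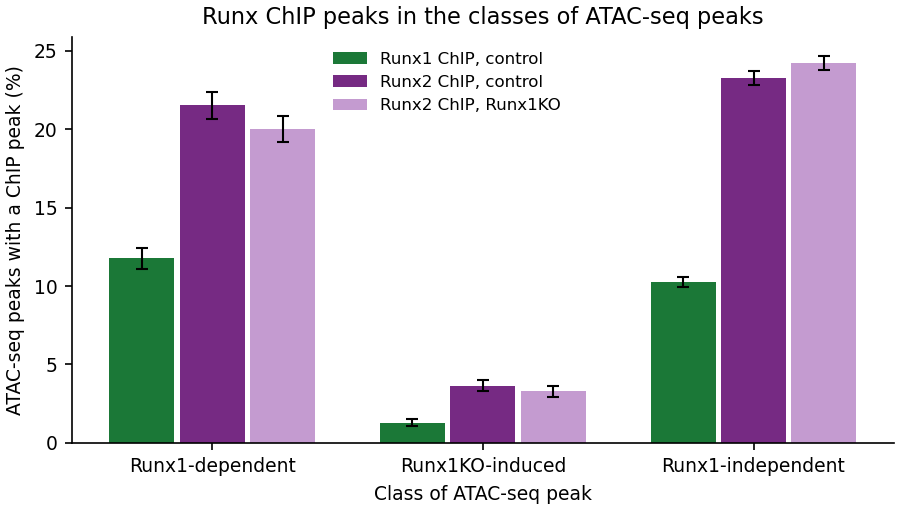
Share of Runx1-dependent, Runx1KO-induced and Runx1-independent ATAC-seq peaks that overlap a ChIP-seq peak (percent, Wilson 95% bars) for Runx1 in control, Runx2 in control and Runx2 in Runx1KO cells. Induced peaks have the lowest share for all 3 lists, 1.25% for Runx1.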

Since enrichment analysis found significant enrichment for our mK4 Runx1 ChIP sites in AML (10.73 fold enriched, p-value 8.42 x 10^−168^) and HPC-7 cells (9.73 fold enriched, p-value 1.13 x 10^−143^; S4 Table), these may be functionally important Runx1-dependent enhancers in multiple cellular contexts. We next assigned Runx1-dependent ATAC-seq regions to nearby Runx1-dependent transcripts using the GREAT annotation tool [31]. 

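A dependent peak lies near 435 of the 585 lower genes (74.4%) and near 37.2% of the 11148 tested genes with a position. This is 2.00-fold (one-sided hypergeometric p 8.36e-79, adjusted 1.34e-77). Among higher genes the share is 29.5%, a fold of 0.793. The setting that moved the result most was peaks within 20 kb of the transcription start, with 3.10-fold.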

Runx1-dependent ATAC-seq regions were enriched 3.12 fold near down-regulated genes in Runx1KO cells (hypergeometric p-value = 4.80 x 10^−200^), as expected from Runx1-dependent maintenance of enhancers regulating expression of nearby genes.

Runx1 ChIP peaks obtained in control cells revealed extensive Runx1 binding within both Runx1-dependent peaks and peaks that remain open in the absence of Runx1 (Figs 3A and 3B and S3C Fig). However, regions that are bound in the Runx1 ChIP but become inaccessible in Runx1KO cells (Runx1-dependent) show strong enrichment (4.08 fold, hypergeometric p-value 1.74 X 10^−67^) for proximal genes whose expression decreases in Runx1KO cells (Fig 3D). Thus, the combination of ATAC-seq and ChIP data helps to define a set of functional, Runx1-dependent regulatory regions in the mK4 genome and supports the conclusion that Runx1 activator function is related to its role in maintaining accessible chromatin in mK4 cells.

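Counted from the Runx1 peaks, 1061 of 10187 (10.4%) lie on dependent, 119 (1.17%) on induced and 4037 (39.6%) on independent ATAC-seq peaks.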

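A Runx1-bound dependent peak lies near 156 of the 585 lower genes (26.7%) and near 9.81% of tested genes, a 2.72-fold excess (one-sided hypergeometric p 1.68e-33, adjusted 1.09e-32). Among higher genes it lies near 6.12%, a fold of 0.624. Relative to all tested genes, Runx1-bound independent peaks show no excess near lower genes, at 0.803-fold. With all annotated genes as background this turned to 1.18-fold. These peaks lie near 27.4% of lower and 20.3% of higher genes, an odds ratio of 1.48 (1.16 to 1.89, two-sided p 0.00193, adjusted 0.00257). For Runx1-bound dependent peaks that odds ratio is 5.58. With peaks within 20 kb of the start, Runx1-bound independent peaks lay near 15.4% of lower and 17.3% of higher genes. From the excess of Runx1-bound dependent peaks near lower genes the paper concludes that activation by Runx1 goes with its upkeep of accessible chromatin.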

The Runx1-dependent regions that become less accessible in the absence of Runx1 in Runx2-expressing cells might do so because those specific regions are bound only by Runx1 and not by Runx2. To test this hypothesis, we compared the Runx2 ChIP-seq reads with the three classes of ATAC-seq peaks shown in Fig 3A. 

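Runx2 peaks of control cells overlap 21.5% of dependent, 3.64% of induced and 23.3% of independent ATAC-seq peaks. Runx2 peaks of Runx1KO cells overlap 20.0, 3.28 and 24.2%. The odds ratio of dependent over independent peaks is 0.905 in control (p 0.00051) and 0.782 in Runx1KO cells (p 1.63e-17, adjusted 2.10e-17, two-sided). Its direction depends on the setting, since a required overlap of 50% of the ATAC-seq peak gave 1.63 in control and 1.13 in Runx1KO cells. In control cells it also turned above 1 with 200 bp windows and width-matched peaks (1.08 each) and with the stronger ChIP peaks (1.01).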

Notably, the Runx2 ChIP signal was present at both Runx1-independent and Runx1-dependent ATAC-seq regions (Fig 3E), and in both mK4 and Runx1KO cells (S3B Fig). For example, we show that putative enhancers located near the Runx1 regulated genes *Gdnf* and *Pak3* [33–37] (Fig 3F, green arrows) became inaccessible In Runx1KO cells (Fig 3F, red arrows) while still retaining Runx2 binding (Fig 3F, green arrow). 

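Gdnf (ENSMUSG00000022144.3, chromosome 15, 7761011 to 7787575, plus strand) fell from 12.7 ± 1.15 TPM in control (SD, n = 3) to 0.1 TPM in each Runx1KO library. Its log2 fold change was -3.64 (SE 0.081, limma Benjamini-Hochberg adjusted p 5.95e-08). Within 100 kb of the gene lie 7 dependent peaks. The one at 7812626 to 7813614, 52.1 kb downstream of the start, has a log2 fold change of -1.77 in the authors' deposited table. It overlaps a Runx1 peak with a fold of 4.38 and Runx2 peaks with folds of 8.52 in control and 8.02 in Runx1KO cells, and holds TGTGGT at 7813028 to 7813033. Pak3 (ENSMUSG00000031284.9, chromosome X, 139953134 to 140232335, plus strand) fell from 10.2 ± 0.473 to 0.1 TPM in each library (log2 fold change -3.35, SE 0.068). Its dependent peak 16.9 kb upstream, at 139935650 to 139936739, has -3.52 in the authors' deposited table. There the Runx1 peak has a fold of 7.56, and the Runx2 peaks have 7.21 in control and 7.21 in Runx1KO cells. Of the 4 dependent peaks near Pak3, 1 overlaps a Runx1 peak.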

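Tnc, Zfp810, Inhbb and Igfbp4 each have 1 dependent peak that overlaps a Runx1 peak and Runx2 peaks of both cell lines, at 55.9, 19.3, 17.5 and 35.7 kb from the start. Their mRNAs fell in Runx1KO cells, Tnc from 86.7 ± 5.09 to 1.13 ± 0.153 TPM (SD, n = 3), Inhbb from 46.6 ± 1.97 to 0.133 ± 0.0577 TPM and Igfbp4 from 65.8 ± 2.19 to 0.500 ± 0.173 TPM. Zfp810 stood at 13.7, 11.9 and 13.0 TPM in control and was listed at 0 in all 3 Runx1KO libraries. Limma gave Benjamini-Hochberg adjusted p of 7.10e-09, 4.74e-09, 1.66e-08 and 3.11e-08 for Tnc, Inhbb, Igfbp4 and Zfp810. Near Lef1 (log2 fold change -3.14) lie 6 dependent peaks and near Twist2 (-1.38) 1, none with a Runx1 peak.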

Further examples are provided as supplementary data to demonstrate that this pattern of retained Runx2 binding in the absence of ATAC-seq peak typifies genes whose expression is reduced in Runx1KO cells (S4A Fig; reproducibility between triplicates shown in S5A and S5B Fig). These data suggest that while Runx2 can bind to closed chromatin like Runx1 [20], it cannot make the chromatin accessible to other factors.

Other Runx1-dependent regions display greatly reduced Runx2 binding. For example, two potential enhancers near *Osr1*, a reported Runx target gene [38], are open and bound by both Runx1 and Runx2 in control cells (Fig 3G, green arrows), but become inaccessible with limited binding of Runx2 in the Runx1KO cells (Fig 3G, red arrows). 

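Osr1 (ENSMUSG00000048387.7, chromosome 12, 9581248 to 9588305, plus strand) fell from 66.4 ± 3.87 to 0.4 ± 0.1 TPM in Runx1KO cells (SD, n = 3). Its log2 fold change was -5.59 (SE 0.072, limma Benjamini-Hochberg adjusted p 6.94e-09). Within 350 kb lie 14 dependent peaks and 1 independent peak, and 2 of the dependent peaks overlap a Runx1 peak. At 9862233 to 9863407, 281.6 kb downstream, the authors' deposited table gives -2.13, and at 9905040 to 9905707, 324.1 kb downstream, -1.68. The authors' fold at the nearer region is 7.30 for Runx1, 8.22 for Runx2 in control and 5.28 for Runx2 in Runx1KO cells. At the farther region it is 8.47, 8.87 and 7.72, so both keep a Runx2 peak in the Runx1KO list. A weaker Runx2 peak of control cells in the nearer region, at 9862556 to 9862701 (fold 3.28), has no counterpart in the Runx1KO list. Neither has the one at 9846434 to 9846535 (3.42), on another dependent region.

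**Figure D4:**
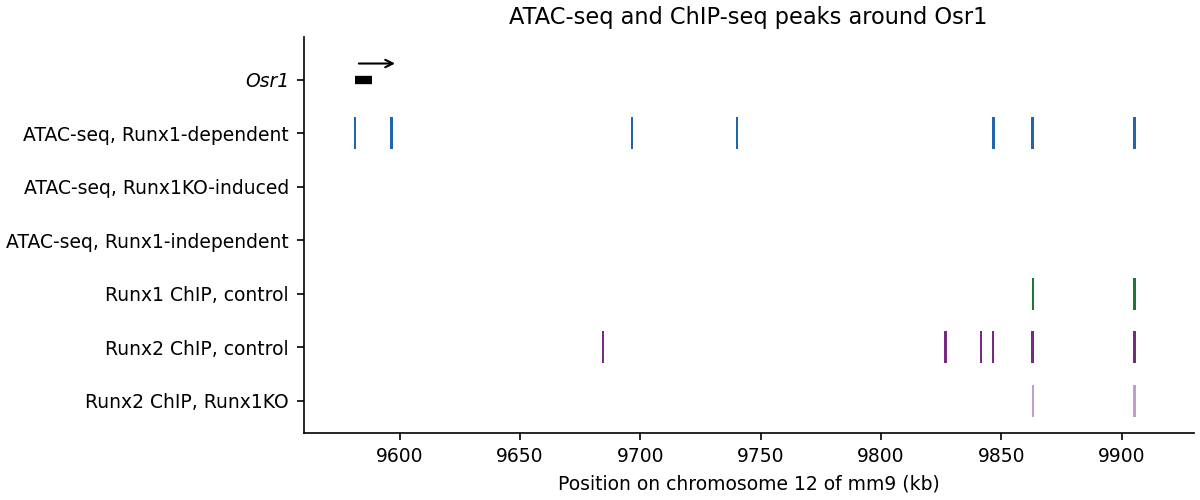
Chromosome 12 around Osr1 (mm9) with ATAC-seq peaks by class and ChIP-seq peaks of Runx1 and Runx2, very narrow peaks drawn wider to be seen, and an arrow for the direction of Osr1. Runx1 and Runx2 peaks sit on dependent regions 281.6 and 324.1 kb from the start.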

To ask if sites that lose Runx2 binding in Runx1KO cells were enriched near downregulated genes, we separated the Runx1-dependent ATAC-seq regions bound by Runx1 into two groups: those sites that had an overlapping Runx2 ChIP peak in Runx1KO cells and those sites that did not (S4B Fig). Enrichment analysis on these two groups, performed as above, revealed similar strong enrichment for downregulated genes near the sites immunoprecipitated by Runx2 in Runx1KO cells (4.14 fold enrichment, hypergeometric p-value 5.41 X 10^−60^) and near sites not immunoprecipitated by Runx2 in Runx1KO cells (4.12 fold enrichment, hypergeometric p-value 9.01 x 10^−15^). Collectively, the Runx1 and Runx2 ChIP data and subsequent enrichment analyses indicate that Runx1 binds to and promotes or maintains chromatin accessibility at a large number of loci, many of which are associated with Runx1-responsive genes. 

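Runx1-bound dependent peaks with a Runx2 peak in Runx1KO cells lie near 145 of the 585 lower genes (24.8%) and near 8.66% of tested genes, 2.86-fold (one-sided hypergeometric p 1.70e-33). Those without one lie near 23 lower genes (3.93%) and 1.82% of tested genes, 2.16-fold (p 0.000405, adjusted 0.0013). Among genes near the first kind alone 133 of 891 (14.9%) are lower, and among genes near the second kind alone 11 of 129 (8.53%). The odds ratio between them is 1.88 (0.99 to 3.59, p 0.0575, two-sided). From the excess near both kinds the paper concludes that Runx1 maintains accessibility near its target genes and that bound Runx2 does not make up for it.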

Despite remaining bound to these same regions in the absence of Runx1, Runx2 is unable to compensate for the lack of Runx1.

### Runx1KO-induced chromatin regions are opened due to the loss of Zeb transcriptional repressors

Our analyses above suggest that while Runx1KO-induced ATAC-seq regions require Runx1 to remain inaccessible, the lack of Runx1 binding to these regions is consistent with indirect repression by Runx1. 

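Regions of all classes were ordered by the log2 fold change in the authors' deposited table and asked for a Runx1 peak. The share with one is 11.6% below -3, 10.6% from -3 to -2 and 12.4% from -2 to -1. Between -0.5 and 0 it reaches 13.9%, and above 0 it falls to 8.97% up to 0.5 and 3.10% up to 1. Of regions between 1 and 2 it is 1.46%, and it falls to 15 of 2143 regions between 2 and 3 and to 3 of 516 above 3.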

To explore the possibility that particular Runx1-dependent protein(s) are maintaining repression, we performed TF binding motif enrichment analysis at these sites. Indeed, Runx motifs were absent from the top 1,500 enriched motifs (S3 Table), consistent with an indirect mechanism whereby Runx1 acts either by repressing an activator or by activating a repressor protein. 

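In induced peaks the Runx consensus occurs in 3341 of 9427 (Wilson 95% interval 34.5 to 36.4%). Relative to independent peaks the odds ratio is 0.879 (p 6.90e-08, adjusted 9.20e-08, two-sided), and 200 bp around the middle of each peak turned it to 1.03. From the absence of Runx motifs among the enriched ones the paper proposes that Runx1 acts on these regions indirectly.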

Motif enrichment analysis of Runx1KO-induced ATAC-seq peaks compared to Runx1-dependent ATAC-seq sites revealed significant enrichment for the Zeb repressor motif (Figs 4A and S6A), consistent with a mechanism in which Runx1 regulates Zeb expression which in turn actively maintains inaccessible chromatin architecture at multiple sites. Accordingly, we observed that the levels of Zeb1 and Zeb2 mRNA were over 10-fold lower in Runx1KO cells (Fig 4B), confirmed independently by real-time quantitative PCR (RT-qPCR; S6D Fig). 

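The Zeb consensus CAGGT(A/G) occurs in 7436 of 9427 induced peaks (78.9%, Wilson 95% interval 78.0 to 79.7%), in 40.5% of dependent and in 58.8% of independent peaks. Shuffled copies hold it in 59.1, 59.5 and 58.8%. The odds ratio of dependent over induced peaks is 0.182 (p 2.00e-626, two-sided), and that of induced over independent peaks is 2.62 (p 4.94e-304). After matching for width and GC content the odds in induced peaks are 6.22 times those in dependent peaks.

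**Figure D5:**
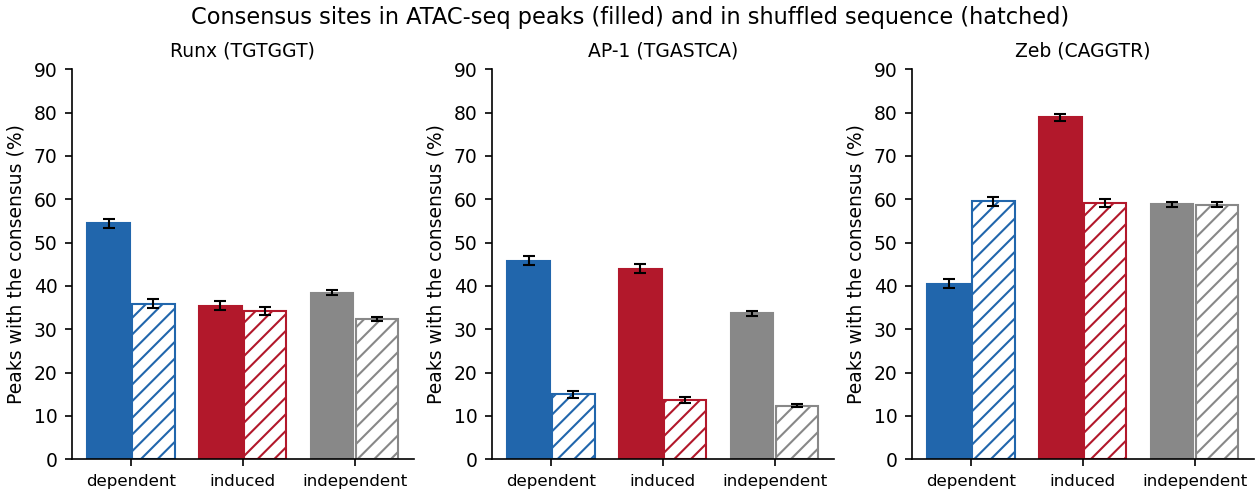
Share of peaks with a Runx, AP-1 or Zeb consensus (percent, Wilson 95% bars) in the 3 classes of ATAC-seq peaks, with shuffled copies hatched. The Zeb consensus is in 78.9% of induced and 40.5% of dependent peaks.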

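Zeb1 (ENSMUSG00000024238.5) stood at 15.0 ± 0.709 TPM in control and 0.167 ± 0.0577 TPM in Runx1KO libraries (SD, n = 3 each), an 89.8-fold lower mean. Its log2 fold change was -3.77 (SE 0.072, limma Benjamini-Hochberg adjusted p 2.78e-08, two-sided). Zeb2 (ENSMUSG00000026872.8) stood at 5.2 ± 0.3 TPM in control and at 0.2 TPM in each Runx1KO library, a 26-fold lower mean. Its log2 fold change was -2.37 (SE 0.076, adjusted p 3.06e-07). At 0.2 TPM and 1 decimal the ratio of means is coarse.

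**Figure D6:**
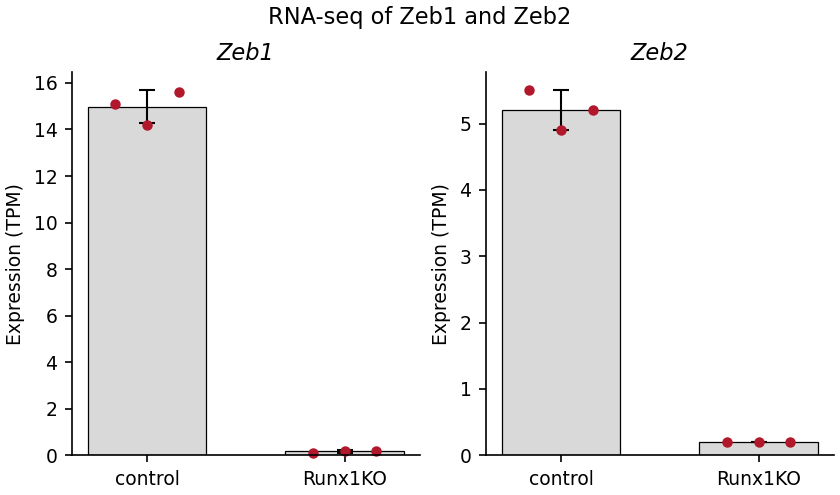
Zeb1 and Zeb2 mRNA (TPM) in control and Runx1KO cells, bars for means, error bars for SD and points for the 3 libraries. Zeb1 falls from 15.0 to 0.167 TPM and Zeb2 from 5.2 to 0.2 TPM.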

Using Western blot analysis, we found that the Zeb1 protein is expressed in control cells but not in Runx1KO cells (Fig 4C). Unfortunately, commercially available antibodies to Zeb2 failed to detect it in control cells. Next, we asked if Runx1 was a direct regulator of Zeb1 expression by examining the Zeb1 locus for Runx1 binding. 

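Zeb1 spans 5591858 to 5775465 on the plus strand of chromosome 18, with 10 dependent, 2 induced and 12 independent peaks within 350 kb. Of the dependent peaks 2 overlap a Runx1 peak. The distal one, at 5397316 to 5397766, lies 194.3 kb upstream of the start and has a log2 fold change of -2.86 in the authors' deposited table. It overlaps a Runx1 peak at 5397408 to 5397699 (fold 7.11) and a Runx2 peak of control cells at 5397384 to 5397778 (7.28). A Runx2 peak of Runx1KO cells remains at 5397437 to 5397732 (5.53). TGTGGT occurs on its minus strand at 5397526 to 5397531 and 5397589 to 5397594. The other lies in an intron at 5739881 to 5740856, 148.5 kb from the start, with -2.21 in the authors' deposited table, a Runx1 fold of 4.96, and Runx2 folds of 3.66 in control and 6.45 in Runx1KO cells.

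**Figure D7:**
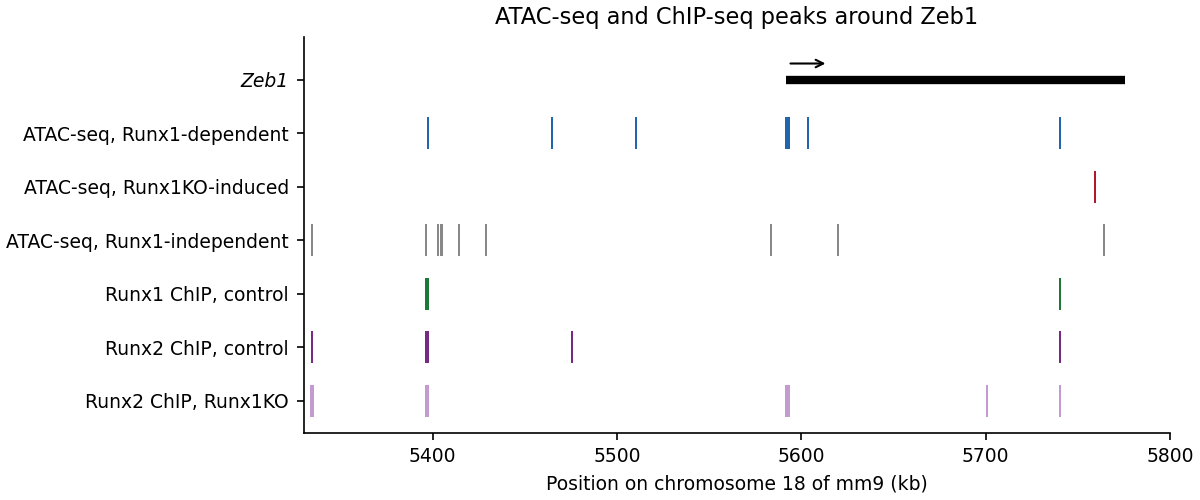
Chromosome 18 around Zeb1 (mm9) with ATAC-seq peaks by class and ChIP-seq peaks of Runx1 and Runx2, very narrow peaks drawn wider to be seen, and an arrow for the direction of Zeb1. Runx1 peaks sit on dependent regions 194.3 kb upstream and 148.5 kb inside the gene.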

An accessible regulatory region near Zeb1 was bound by Runx1 and Runx2 in control cells (Fig 4D green arrows), but became inaccessible in Runx1KO cells (Fig 4D, red arrows). Similarly, an accessible regulatory region near Zeb2, bound by Runx1 and Runx2 in control cells, became inaccessible in Runx1KO cells (Fig 4E). Additionally, the Zeb1 and Zeb2 TSS, open in control cells, were less accessible in Runx1KO cells (Fig 4E and S6B), mirroring the dramatic differences in the expression levels of Zeb1 and Zeb2 between control and Runx1KO cells. These data suggest that both Zeb1 and Zeb2 are regulated by Runx1-dependent enhancers in mK4 cells.

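Zeb2 spans 44839154 to 44972915 on the minus strand of chromosome 2, with 8 dependent, 0 induced and 5 independent peaks within 350 kb. None of the 8 dependent peaks overlaps a Runx1 peak or a Runx2 peak of Runx1KO cells. Of both regions with Runx2 downstream of the gene, the one nearest the place boxed in Fig 4E, at 44824756 to 44825156 and 148.0 kb from the start, is in the independent class with -0.67 in the authors' deposited table. Its Runx2 peaks have a fold of 4.89 in control and 7.72 in Runx1KO cells, and the Runx1 list has no peak there. The only Runx1 peak of the window, at 44782656 to 44782786 (fold 4.09), lies on an independent region 190.2 kb from the start.

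**Figure D8:**
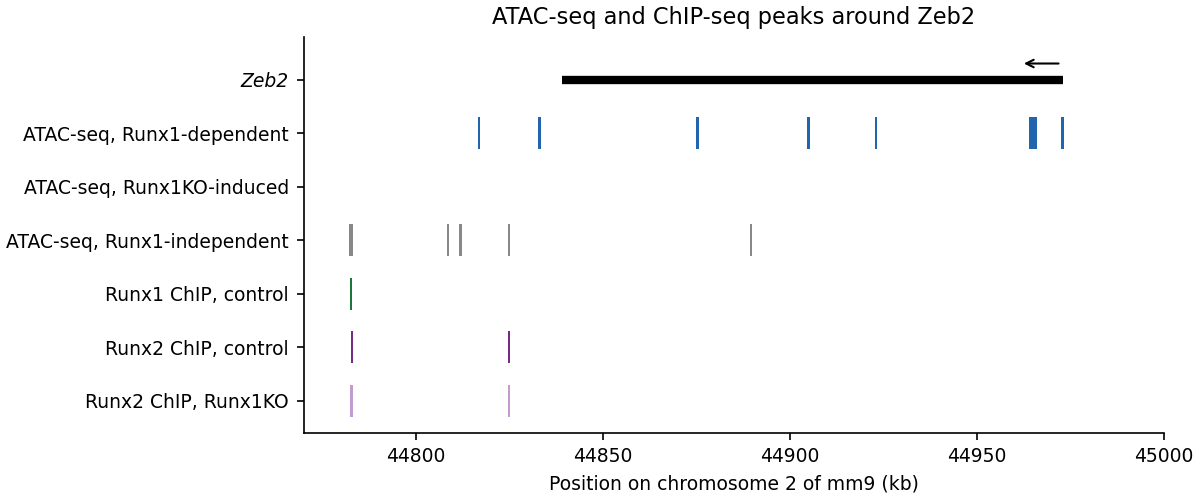
Chromosome 2 around Zeb2 (mm9) with ATAC-seq peaks by class and ChIP-seq peaks of Runx1 and Runx2, very narrow peaks drawn wider to be seen, and an arrow for the direction of Zeb2. No dependent region holds a Runx1 peak.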

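Dependent peaks cover or flank both transcription starts. At Zeb1 the authors' deposited table gives -2.89 for 5591274 to 5592359 and -4.13 for 5592583 to 5593547. At Zeb2 the authors' deposited table gives -2.76 for 44972590 to 44973138, and -2.27 for 44964701 to 44966131 inside the gene. From these starts, the bound regions nearby and the loss of mRNA, the paper proposes that Runx1-dependent enhancers regulate both genes.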

**Fig 4:**
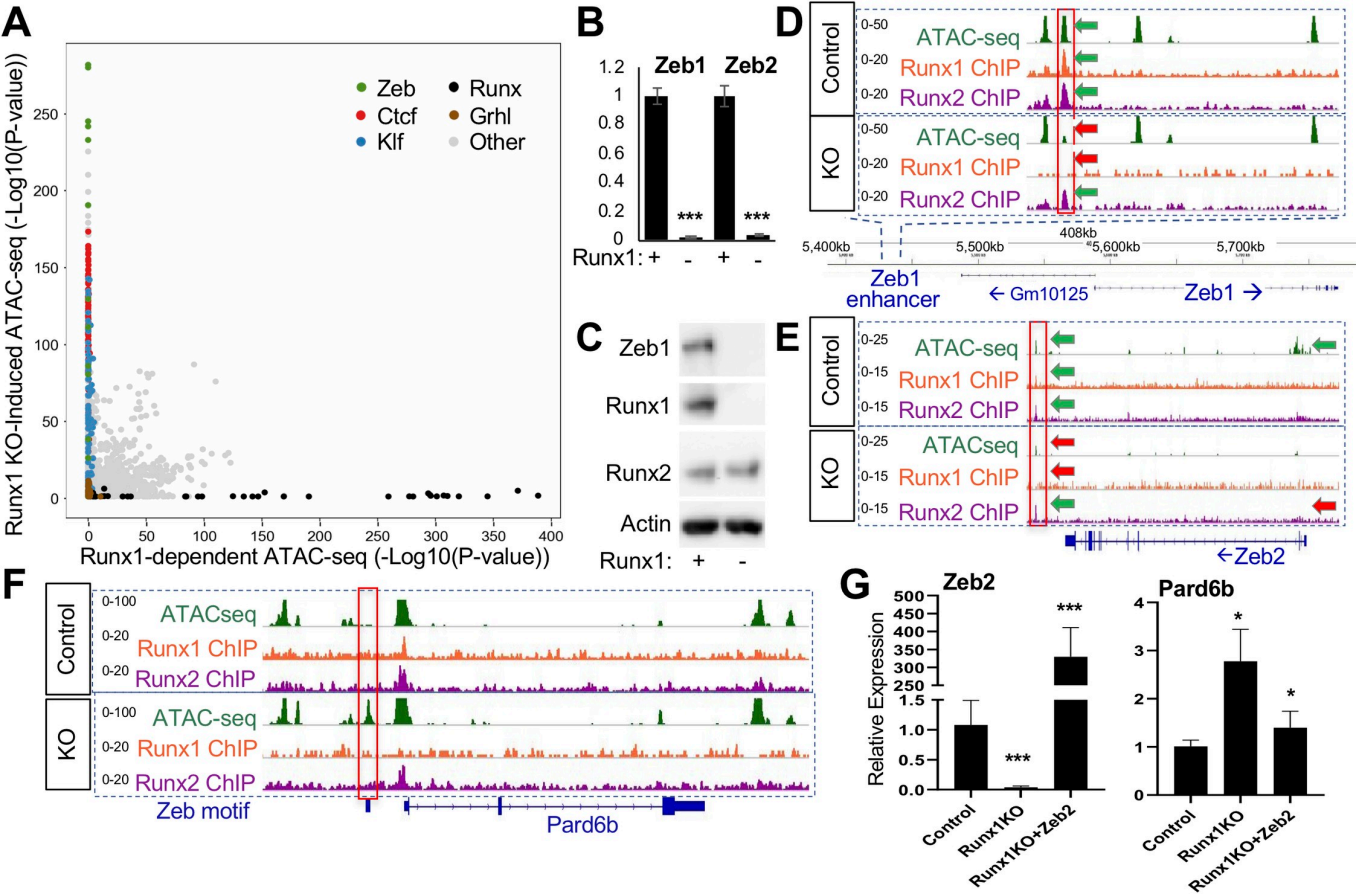
Runx1KO Cells Lack Zeb Repressors, Leading to the Opening of Chromatin. A) Graph displaying p-values of transcription factor motif enrichment in Runx1-dependent versus Runx1-induced ATAC-seq, revealing that Zeb motifs are specifically enriched in Runx1KO-Induced ATAC-seq peaks. Additionally, Ctcf, Klf, and Grhl motifs are enriched in the Runx1KO-induced ATAC-seq peaks, while Runx motifs are enriched in the Runx1-dependent ATAC-seq. Note that this graph has had AP-1 motif enrichment results removed in order to focus on other motif enrichment levels (see S6A Fig for all transcription factor motifs). B) RT-qPCR showing that Runx1KO cells lose expression of Zeb1 and Zeb2. C) Western blot showing the absence of the Zeb1 protein in Runx1KO cells. D) Genomic snapshot showing a chromatin region near *Zeb1* that is bound by Runx1 and Runx2 and loses chromatin accessibility in Runx1KO cells. E) Genomic snapshot of the *Zeb2* locus showing a downstream potential enhancer bound by Runx1 and Runx2 that has decreased chromatin accessibility along with a loss of expression in Runx1KO cells. F) Genomic snapshot of the Zeb target gene *Pard6b* locus showing a promoter region containing a predicted Zeb binding site that is specifically open in Runx1KO cells. G) RT-qPCR showing that Zeb2 transient transfection of Runx1KO cells induces repression of *Pard6b* expression down to levels similar to those in control cells after 1 day of selection for transfected cells followed by 2 days of growth in media. (* = p-value < 0.05, ** = p < 0.005; *** = p-value < 0.0005).

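Pard6b (ENSMUSG00000044641.7) rose from 24.4 ± 1.19 TPM in control to 191 ± 7.30 TPM in Runx1KO cells (SD, n = 3 each), a 7.86-fold higher mean. The log2 fold change was 2.92 (SE 0.046, limma Benjamini-Hochberg adjusted p 1.39e-08, two-sided).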

In support of the hypothesis that the opening of the chromatin in Runx1KO cells is due to the loss of Zeb repressors, we examined a known Zeb1 repressed target, *Pard6b*, that was upregulated in Runx1KO cells nearly 10-fold based on RNA-seq analysis (S6C Fig) and RT-qPCR (S6D Fig). 

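Pard6b spans 167906504 to 167926703 on the plus strand of chromosome 2. Within 100 kb lie 1 dependent, 8 induced and 15 independent peaks, and 5 of the induced peaks hold a Zeb consensus. The induced peak at 167903969 to 167904302, 2.4 kb upstream of the start, has a log2 fold change of 2.97 in the authors' deposited table. It holds CAGGTA at 167904108 to 167904113 (AAGGAAAGTTCAGGTAGTGAGGGATG) and CAGGTG at 167904184 to 167904189 (AGGGCCCACGCAGGTGCATTGGCACC), both on the plus strand.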

A predicted Zeb binding site upstream of *Pard6b* is only accessible in Runx1KO cells (Fig 4F). Thus, we hypothesized that a subset of the genes upregulated in the Runx1KO cells may be the result of losing Runx1-dependent Zeb 1 and Zeb2 expression, and the subsequent derepression of Zeb targets.

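An induced peak lies near 691 of the 882 higher genes (78.3%) and near 45.0% of tested genes, 1.74-fold (one-sided hypergeometric p 2.02e-98, adjusted 6.45e-97). Of the 585 lower genes 38.8% have one nearby, a fold of 0.862. Genes near an induced peak with a Zeb consensus were higher in ZebDKO cells in 531 of 4408 cases (12.0%), and genes near induced peaks without one in 29 of 523 (5.54%), an odds ratio of 2.33 (1.59 to 3.43, p 2.58e-06, two-sided). With genes that have only 1 induced peak nearby, the odds ratio was 1.83 (1.20 to 2.79, p 0.00374).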

To test whether Zeb expression was sufficient abolish gains in gene expression seen in Runx1KO cells, we transiently transfected Runx1KO cells with an expression vector driving Zeb2 mRNA levels 330 fold over baseline as determined by RT-qPCR (Fig 4G, left—recall that there is no usable antibody to Zeb2). Next, we tested the expression of *Pard6b* in Zeb2-transfected Runx1KO cells and found that its expression level was significantly reduced (Fig 4G, right). Because *Pard6b* expression levels did not fully return to control levels, there may be additional proteins contributing to its regulation. Alternatively, stable expression of Zeb might be required over a longer period. This supports the hypothesis that many of the upregulated genes in Runx1KO cells may be indirectly affected through the loss of Zeb-mediated repression.

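Of 9427 induced peaks 1991 (21.1%) hold no match to the Zeb consensus, with a median width of 401 bp against 542 bp for those with a match. Among dependent peaks 5202 (59.5%) hold none.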

Not all of the open chromatin gained in Runx1KO cells contains Zeb sites. Grhl motifs are significantly enriched in the small subset of Runx1KO-induced ATAC-seq fragments that lack Zeb motifs (Fig 4A and S3 Table). 

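The Grhl consensus, a CCGG core with at most 1 change in the outer bases, occurs in 44 of the 1991 induced peaks without a Zeb consensus (2.21%, Wilson 95% interval 1.65 to 2.95%). It occurs in 249 of 7436 induced peaks with a Zeb consensus (3.35%) and in 98 of 5202 dependent peaks without one (1.88%). Induced over dependent peaks without a Zeb consensus gave an odds ratio of 1.18 (0.82 to 1.69, p 0.394, adjusted 0.394, two-sided). Matching for width and GC content changed this most, to 2.599 (p 0.00116). Over all peaks, dependent against induced gave 0.685 (p 6.70e-05, adjusted 8.24e-05).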

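Grhl2 (ENSMUSG00000022286.9, chromosome 15, 37162791 to 37293324, plus strand) stood at 0.1 TPM in each control library and 4.97 ± 0.0577 TPM in Runx1KO libraries (SD, n = 3). Its log2 fold change was 2.44 (SE 0.071, limma Benjamini-Hochberg adjusted p 2.07e-07). Within 100 kb lie 4 dependent, 9 induced and 9 independent peaks, all 9 induced ones with a Zeb consensus, and no Runx1 peak. Of the amplicons of the primers in S1 Data, those 0.3, 39.8, 68.2 and 73.4 kb upstream of the start lie in induced peaks, from 37162121 to 37162936, 37122483 to 37123232, 37094048 to 37095243 and 37089070 to 37089557. The amplicon 32.2 kb upstream lies in an independent peak (37130314 to 37131214) and the one 36 kb upstream in none.

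**Figure D9:**
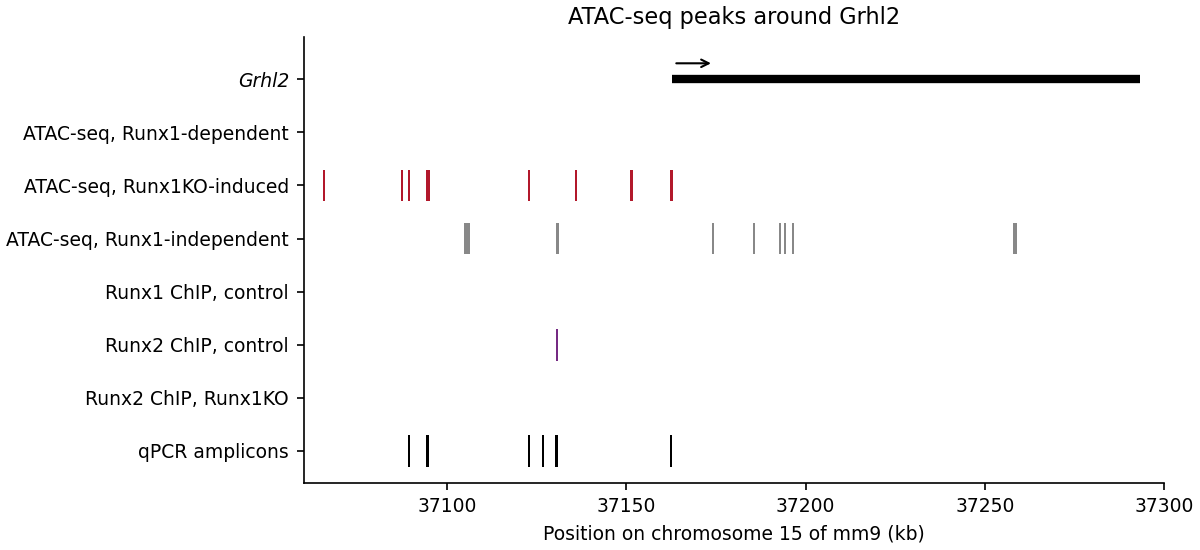
Chromosome 15 around Grhl2 (mm9) with ATAC-seq peaks by class, ChIP-seq peaks, qPCR amplicons and an arrow for the direction of Grhl2, very narrow features drawn wider to be seen. Induced peaks run from 97.2 kb upstream to the start of Grhl2.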

A genomic snapshot of the *Grhl2* loci reveal Zeb motif-containing chromatin regions that become accessible in Runx1KO cells (Fig 5F), concomitant with increased *Grhl2* expression, suggesting that Grhl2 was suppressed by Zeb in mK4 cells. As we had observed for *Pard6b*, *Zeb2*-expressing Runx1KO cells display significant downregulation *Grhl2* expression by RT-qPCR (Fig 5A), consistent with the hypothesis that Zeb proteins are sufficient to restore repression.

**Fig 5:**
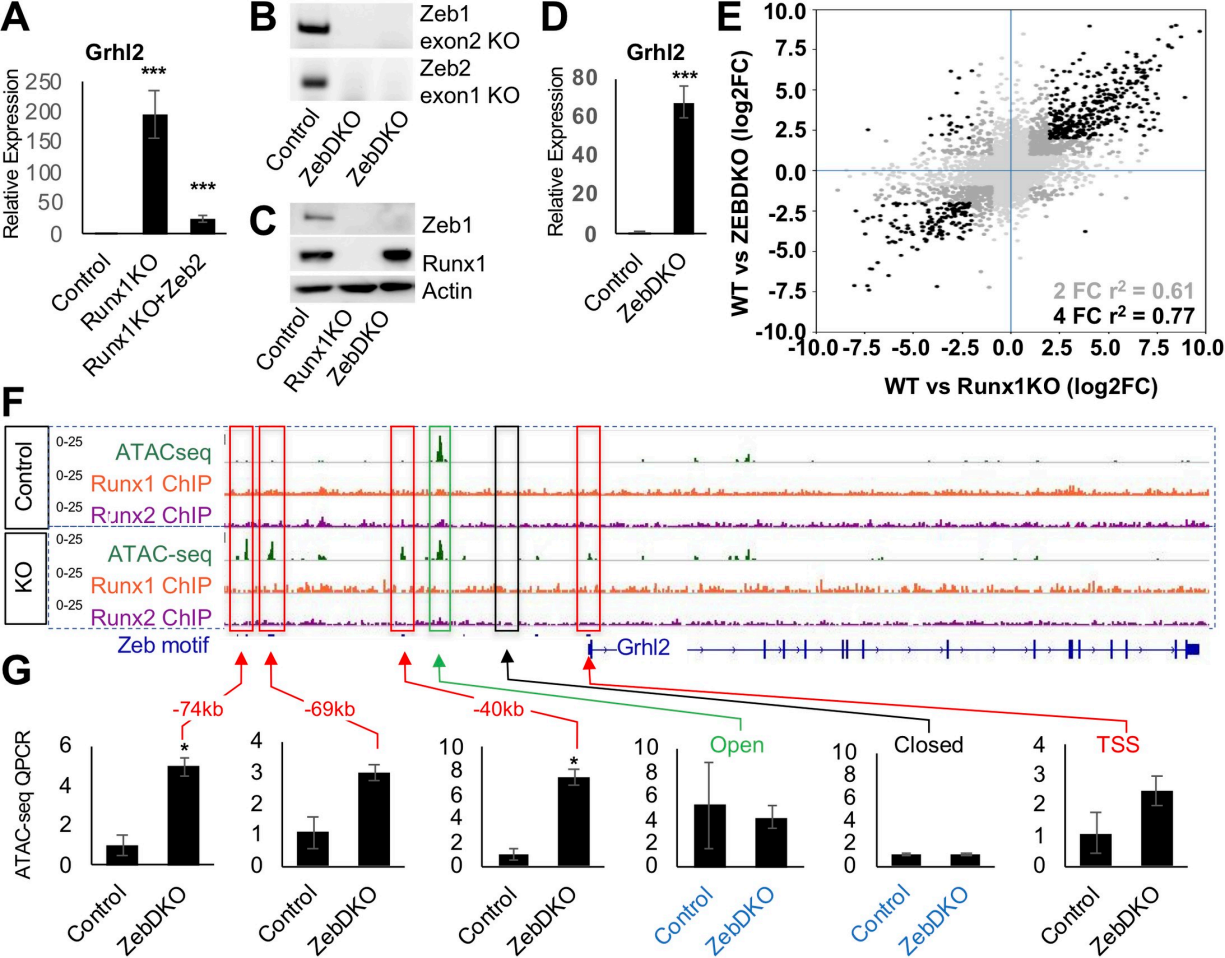
Loss of Zeb Proteins Recapitulates the Opening of Chromatin and Transcriptional Induction of Runx1KO. A) RT-qPCR confirmation of the upregulation of *Grhl2* in Runx1KO cells, which is suppressed by transient transfection of Zeb2. B) Genotyping PCR showing deletions of Zeb1 exon2 and Zeb2 exon1 in ZebDKO clones. C) Western blot confirmation of loss of Zeb1 proteins in ZebDKO cells. D) RT-qPCR showing that ZebDKO cells have a dramatic increase in Grhl2 expression. E) Scatter plot showing the correlation of gene expression changes in Runx1KO and ZebDKO cells compared to control mK4 cells (light gray all genes, dark gray genes with 2 fold change in expression in both and black are genes with over 4 fold change in expression in both). F) *Grhl2* loci displaying ATAC-seq regions that are specifically open in Runx1KO cells (outlined in red) that contain predicted Zeb binding sites. G) Graphs of ATAC QPCR data showing that the regions near *Grhl2* that were opened in Runx1KO cells similarly become significantly more open in ZebDKO cells while control open and closed regions are similar between control and ZebDKO cells. (* = p-value < 0.05, ** = p < 0.005; *** = p-value < 0.0005).

To directly test whether loss of Zeb expression is responsible for the opening of chromatin and gene upregulation observed in Runx1KO cells, we again utilized CRISPR-Cas9 to knockout both Zeb1 and Zeb2 to generate ZebDKO cells. We successfully obtained several clones that deleted the exons containing the start codon for each (Fig 5B) and confirmed the loss of Zeb1 protein (Fig 5C). 

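RNA-seq of 3 ZebDKO libraries was compared with the same 3 control libraries, from the same table of TPM and by the same fit. Between 12622 and 12697 genes (median 12677) reach 1 TPM in the ZebDKO libraries, and the 100 most abundant genes hold 19.3 to 19.7% of TPM. Pairs of ZebDKO libraries correlate at r = 0.995 to 0.996. Zeb1 mRNA, the first target, stood at 16.1 ± 1.10 TPM (log2 fold change 0.10, SE 0.064, adjusted p 0.205), and Zeb2 at 1.7 ± 0.1 TPM (-1.20, SE 0.074, limma Benjamini-Hochberg adjusted p 5.20e-06). The deleted exons cannot be seen in TPM, and the labels are neither checked nor contradicted by these values. Because the control libraries are shared, their noise enters both fold changes and raises the correlation between the comparisons. The text does not state how many ZebDKO clones were sequenced, or whether these libraries were sequenced together with the controls. A difference between batches, if there was one, would count here as a difference between genotypes. Genes at 0 TPM number 8268 to 8744 in the ZebDKO and 9283 to 9352 in the control libraries.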

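Of 12974 genes tested, 973 were higher and 944 lower in ZebDKO cells. Scaling by the median ratio moved the lower genes most among changes of scale, to 623, with 1205 higher. In both comparisons 455 genes were higher (44.0% of those higher in Runx1KO cells) and 277 lower (41.6%), and 54 changed in opposite directions. Of the 1034 genes higher in Runx1KO cells only 816 were tested in ZebDKO cells, while all 666 lower genes were. Untested genes count as not shared, so 44.0% and 41.6% cannot be compared directly. Over 12697 genes tested in both, the log2 fold changes correlate at Pearson r = 0.576 and Spearman 0.384. Of these genes 64.3% changed in the same direction. With all 9 libraries simulated around the control means, so that only the shared controls tie both comparisons, 100 simulations gave a median Pearson r of 0.513 (0.429 to 0.565), a median Spearman of 0.461 (0.446 to 0.482) and 66.7% in the same direction (65.7 to 67.6%), the last pair above the values found. No gene is changed in these simulations, so noise makes up every fold change and a Pearson r near 0.513 is built in. The real fold changes hold changed genes too, so the simulations do not show how much of 0.576 comes from shared noise. With different and fewer control libraries for each comparison, over 13374 genes, Pearson r was 0.512 to 0.517. Spearman was 0.348 to 0.365 there and the share in the same direction 61.9 to 63.4%. Over the 786 genes called in both r is 0.841, and over the 233 past 4-fold in both it is 0.921. From this knockout together with Zeb2 overexpression in Runx1KO cells, the paper concludes that Zeb proteins are needed, and enough, to hold down a cohort of the genes that rise without Runx1.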

Global expression analysis by RNA-seq confirmed that much of the transcriptional deregulation observed in Runx1KO cells was recapitulated in ZebDKO cells, as shown in a scatter plot comparing the differentially expressed genes (DEG) in Runx1KO vs. control mK4 cells with those in ZebDKO vs. control mK4 cells (Fig 5E). These results are further illustrated in a heatmap of the genes displaying over 2 fold change in expression levels in the replicates comparing the control cells to the Runx1KO and ZebDKO cells (S7C Fig). 

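In ZebDKO cells 330 genes were higher and 111 lower by more than 4-fold. The libraries of one genotype all lay above those of the other for 1905 of 1917 called genes and for 81.0% of tested genes, against 10% by chance. Genes higher in ZebDKO cells have a Runx1KO-induced peak nearby in 560 of 833 cases (67.2%), against 44.5% of tested genes, 1.51-fold (one-sided hypergeometric p 4.65e-43, adjusted 4.96e-42).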

Gene Set Enrichment Analysis (GSEA) showed enrichment of genes upregulated in Runx1KO cells among genes significantly increased in ZebDKO cells (S7D Fig). Specifically, we confirmed that *Grhl2*, *Pard6b* and *Itgb4* were all upregulated in Runx1-expressing ZebDKO cells by RT-qPCR (Figs 5D and S7A and S7B). 

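Of the 1034 genes higher in Runx1KO cells, 816 were tested in ZebDKO cells, with a median log2 fold change of 1.11 against -0.22 for other genes, and 702 rose. By the filter, genes under 1 TPM in control stay in the set only if they reach 1 TPM in ZebDKO cells. The median, the number that rose and the p-values of the higher set therefore rest in part on genes kept because they rose. The competitive test camera (inter-gene correlation preset at 0.01) gave a two-sided p of 1.76e-42, with the correlation estimated 4.57e-05, and the self-contained test fry 1.90e-09. The 666 lower genes had a median of -0.83, with p of 2.46e-06, 0.0601 and 8.95e-07 in the same order, so the estimated correlation leaves that call open. When the set was called against 1 control library and ranked against the other 2, the median for the higher set was 1.11 to 1.16. For the lower set, smaller at 343 to 370 genes, it was -0.64 to -0.58, with p from the estimated correlation of 0.0221 to 0.109.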

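Itgb4 (ENSMUSG00000020758.9) rose from 0.533 ± 0.0577 TPM in control to 33.2 ± 1.53 TPM in ZebDKO cells (SD, n = 3; log2 fold change 4.48, SE 0.063, limma Benjamini-Hochberg adjusted p 9.92e-09). Pard6b rose to 124 ± 2.82 TPM, a log2 fold change of 2.31 (SE 0.044, adjusted p 2.90e-08). Grhl2 was listed at 1.1, 1.4 and 0.9 TPM in the ZebDKO libraries, below the filter, and was not tested.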

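Cldn4 was listed at 0, 0 and 0.4 TPM in control, and rose to 232 ± 6.97 TPM in Runx1KO and 47.3 ± 2.6 TPM in ZebDKO cells (SD, n = 3; log2 fold changes 7.70 and 5.43). Cgn rose from 6.20 ± 0.436 TPM to 53.3 ± 1.44 and 86.6 ± 2.00 TPM (log2 fold changes 2.92 and 3.61). Limma gave Benjamini-Hochberg adjusted p of 1.89e-08 and 8.07e-08 for Cldn4, and 2.40e-08 and 1.18e-08 for Cgn. Ovol1 stood at 0.733 ± 0.306 TPM in control and 3.00 ± 0.458 TPM in Runx1KO cells (1.22, adjusted p 0.000332). In ZebDKO cells it stood at 0.733 ± 0.0577 TPM, below the filter. The Runx1KO value for Ovol1 depends on the table, with 0.87 from the authors' 6-library table.

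**Figure D10:**
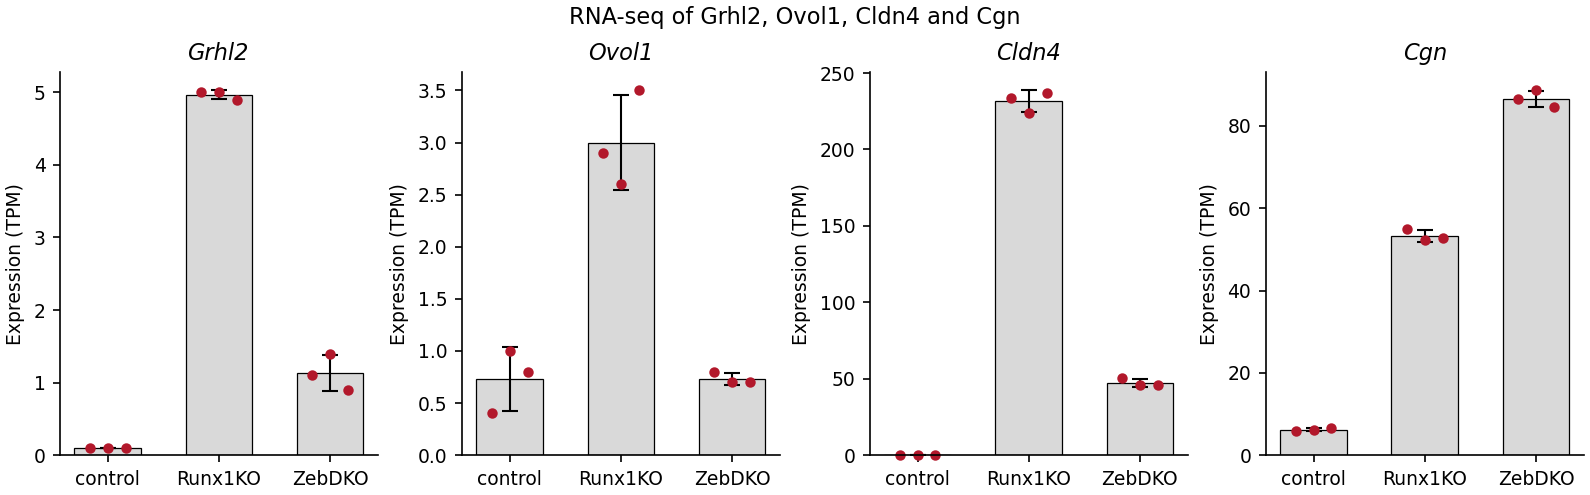
mRNA of Grhl2, Ovol1, Cldn4 and Cgn (TPM) in control, Runx1KO and ZebDKO cells, bars for means, error bars for SD and points for the 3 libraries. Cldn4 and Cgn are higher in both knockout lines, Ovol1 in Runx1KO cells alone.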

The enrichment of Grhl motifs in the Runx1KO-induced ATAC-seq and the upregulation of Grhl2 targets (Ovol1, Cldn4, and Cgn) in both Runx1KO and ZebDKO RNA-seq datasets (S1 Table) suggest that *Grhl2* derepression has important functional consequences *in vitro*. Moreover, *Grhl2* repression by Zeb plays a critical role in reciprocal negative feedback loops between these factors during epithelial-mesenchymal transition (EMT) [39]. These observations prompted us to analyze the regulatory region of *Grlh2* as a representative Zeb target. To determine whether the transcriptional upregulation in ZebDKO cells was due to opening of chromatin near this DEG, we performed ATAC in ZebDKO cells and used QPCR to compare the enrichment of several putative enhancers near the *Grhl2* locus (-40kb, -69kb, and -74kb) near the Grhl2 locus to their status in the control mK4 cells. The accessible areas gained in Runx1KO cells were also more accessible in the ZebDKO cells relative to control. By contrast, constitutively open (-32kb) or inaccessible (-36kb) regions were indistinguishable between the control and ZebDKO cells (Fig 5G). Combined, Zeb knockout in Runx1-expressing cells and overexpression in Runx1KO cells demonstrate that Zeb proteins are both required and sufficient to suppress a cohort of targets upregulated in Runx1KO cells, and the loss of Runx1 unleashed a TF cascade due to the derepression of Zeb. Thus, these results reveal Runx1 to be key factor whose loss creates ripple effects perturbing the entire transcriptional network (Fig 6).

**Fig 6:**
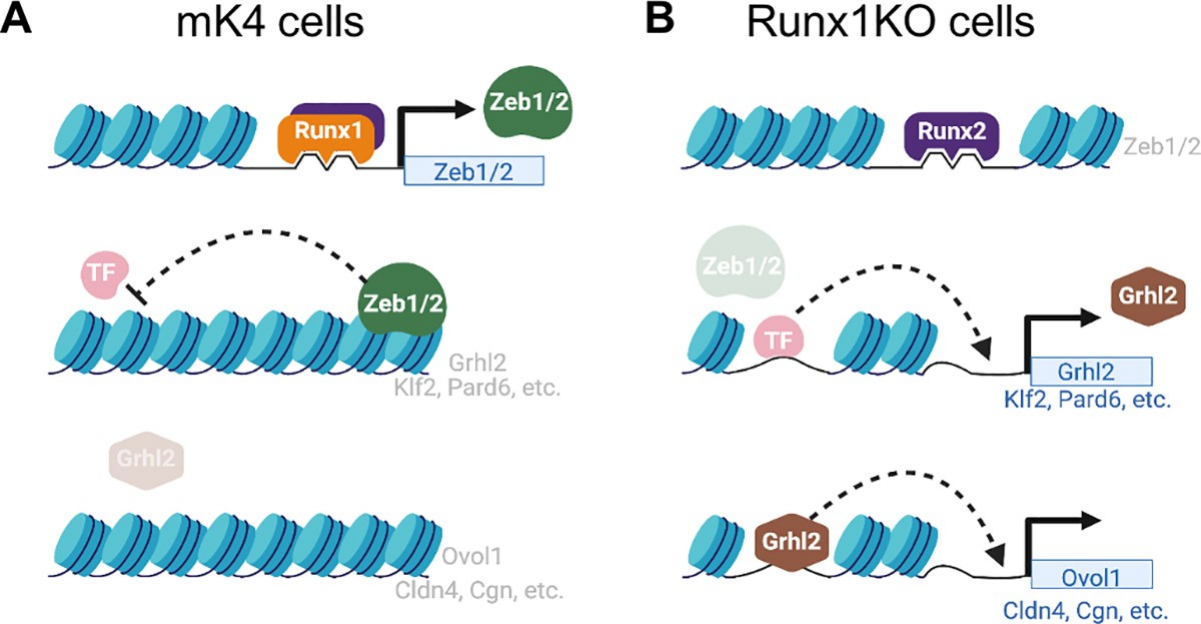
Model of Transcription Factor Network Perturbation by Runx1-Deficiency. A) In control mK4 cells, Runx1 induces the transcriptional repressors Zeb1 and Zeb2 that inhibit other transcriptional activators such as Grhl2, resulting in inhibition of downstream Grhl2 target genes. B) Runx1KO cells lose expression of Zeb1 and Zeb2, which derepresses their targets including Grhl2 and Klf2, which in turn leads to upregulation of their downstream targets such as Ovol1, Cldn4, and Cgn. Figure was created using BioRender.com.

## Discussion

We report herein that Runx1 regulates the chromatin landscape directly and indirectly to broadly impact transcription at multiple loci in a mouse kidney-derived cell line. Even though Runx1 has been reported to be both a transcriptional activator and a repressor [4,40,41], our analyses suggest that Runx1 functions primarily as an activator in mK4 cells despite the presence of its co-repressor Gro/TLE1-3 (S1 Table). 

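Tle1 stood at 1.5 ± 0.2 TPM in control and 1.73 ± 0.153 TPM in Runx1KO cells (SD, n = 3 each; log2 fold change 0.13, adjusted p 0.25). Tle2 went from 5.17 ± 0.723 to 2.47 ± 0.462 TPM (-0.83, adjusted p 0.000732) and Tle3 from 27.0 ± 1.01 to 13.6 ± 0.416 TPM (-0.94, limma Benjamini-Hochberg adjusted p 2.20e-06).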

Runx1 does so by maintaining chromatin accessibility directly at many loci, including at the Zeb1 and Zeb2 loci. The Zeb proteins in turn maintain inaccessible chromatin at many loci, including those encoding several other transcription factors (e.g., Grhl2), cascading into further downstream TF targets *Grlh2* regulates (e.g., Ovol1). 

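Klf2 (ENSMUSG00000055148.7) rose from 75.2 ± 4.56 to 377 ± 11.0 TPM in Runx1KO cells (SD, n = 3 each; log2 fold change 2.31, SE 0.048, limma Benjamini-Hochberg adjusted p 3.92e-08). In ZebDKO cells it stood at 106 ± 4.97 TPM (log2 fold change 0.48, adjusted p 0.000111). Within 100 kb lie 6 induced and 11 independent peaks, and 5 of the induced peaks hold a Zeb consensus.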

Runx1 deficiency leads to loss of Zeb protein expression and subsequently to gained accessibility and expression of Zeb-repressed genes, including additional transcriptional activators such as *Grhl2*, *Ovol1* and *Klf2* (Fig 6), leading ultimately to widespread genome-wide changes to chromatin accessibility and transcription.

Interestingly, these broad effects on chromatin accessibility and transcription occur despite the presence of Runx2 in these cells. Runx2 remains bound to most of the sites immunoprecipitated by Runx1, including inaccessible chromatin, but is unable to compensate for Runx1 loss and maintain accessibility of chromatin [20]. The molecular mechanism underlying the specific ability of Runx1 to maintain chromatin accessibility near its target genes remains under investigation.

In addition to facilitating transcription by enhancing accessibility, TFs can regulate transcription by recruiting additional factors or by contributing activity to preassembled complexes. In mK4 cells, Runx1 appears to largely act by maintaining chromatin accessible to other TFs, and by maintaining the expression of Zeb repressors to prevent a myriad of other sites from responding to their regulators. The enrichment for down-regulated genes near Runx1-dependent ATAC-seq is greater than that observed for Runx1 ChIP, which suggests that impact on accessibility spreads across chromatin regions beyond the sites directly bound by Runx1. This raises the possibility that Runx1 may play an additional role in facilitating the loading of other TFs through the opening or maintaining of enhancer accessibility, to allow full transcriptional activation of its target genes and the integration with other signaling pathways, as has been described for other transcription factors [42,43]. It will be interesting to determine whether Runx1 plays a generalized master-regulator role controlling the activity of other signaling pathways through the modulation of chromatin accessibility.

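Lower genes have a dependent peak nearby more often than higher genes, with an odds ratio of 6.94 (95% interval 5.48 to 8.78, p 1.26e-65, adjusted 2.02e-64 over 16 tests, two-sided). For Runx1 peaks the odds ratio is 2.40 (1.94 to 2.97, p 6.27e-16). With peaks within 20 kb of the start, Runx1 peaks lay near 27.5% of lower and 25.6% of higher genes. Dependent peaks lay near 53.0 and 12.4% in that setting. From the larger excess near dependent peaks than near Runx1 peaks the paper proposes that the effect on accessibility reaches beyond bound sites.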

The role of Runx1 in kidney development and disease has not been extensively investigated. The mK4 cells used in this study are derived from the metanephric mesenchyme, which contains all the nephron progenitors that form the mammalian kidney via mesenchyme-to-epithelial transition. Runx1 regulates EMT in other tissues [44–47]. While the role of Runx1 during kidney development is unknown, it is activated in kidney during injury and repair where it may contribute to several disease processes [23,48–51], including cancer [52,53], in which it may collaborate with Runx2 [54] to drive EMT associated with worse outcomes. The profound consequences of Runx1 loss to the mK4 transcriptome suggests that a further delineation of its role in the kidney may be warranted.

The finding that gains in chromatin accessibility in Runx1KO cells largely reflects a loss of Zeb repressor protein activity suggests that Runx1 “repressor” functions may be executed by Zeb in many cells and tissues, where Zeb expression requires Runx1. This may reflect an underappreciated and widespread collaboration between these proteins. Accordingly, examination of public functional genomics data revealed that the Runx1-bound Zeb1 enhancer we identified in mK4 cells is accessible (i.e., DNase hypersensitive) in other tissues including several hemopoietic cell lines (S4 Table) and is also bound by Runx1 in AML. Further, gaining Zeb expression could be relevant not only to the role of Runx1 in AML but might also contribute to solid organ malignancies, where Zeb proteins are critical inducers of EMT. In agreement with this hypothesis, co-expression of both Runx1 and Zeb2 in circulating tumor cells has been shown to significantly correlate with cancer reoccurrence [55].

Collectively, our data indicate that loss of Runx1 produces widespread genomic and transcriptional changes through a cascade of direct and indirect sequalae involving Zeb upstream of multiple transcriptional repressors and activators, and reveal key members of this complex network of interacting TFs. Mediating repression indirectly through the upregulation of repressors is widespread (e.g., Hes/Hey upregulation by Notch), and is likely to include additional repressors discoverable by motif enrichment analysis of vanishing ATAC-seq peaks in different genetic models and cellular contexts.

## Materials and methods

### Tissue culture

The mK4 and Runx1KO cells were grown in DMEM supplemented with 10% FBS, L-glutamine, penicillin/streptomycin, and sodium pyruvate. The cells were transfected using Lipofectamine 2000 (Invitrogen) following the manufacturer’s directions.

### Generation of Runx1KO or ZebDKO cells

e used the mK4 cell line as our control cell line, as described in [21]. From the control cell line, we generated sub-lines that do not express Runx1 using guide RNAs (gRNAs) in the px458 and px459 CRISPR/Cas9 vectors to delete the third exon of Runx1 containing the start codon utilized in mK4 cells. The ZebDKO cells were generated similarly using gRNAs targeting the second exon of Zeb1 and first exon of Zeb2 that contain the start codons of these genes. 

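The Zeb guide sequences of S1 Data were searched in mm9 and placed on GENCODE vM1. Zeb1 gRNA 1, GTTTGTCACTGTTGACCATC, matches chromosome 18 from 5704913 to 5704932 (plus strand, PAM TGG) in an intron, and gRNA 2, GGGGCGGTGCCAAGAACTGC, from 5705209 to 5705228 (plus strand, PAM TGG). The expected deletion of 296 bp, from 5704930 to 5705225, takes most of exon 2 (5705041 to 5705241, 201 bp). Coding sequence starts in this exon in Zeb1-009 and in exon 1 in Zeb1-001. Zeb2 gRNA 1, CCGGTCCAGCGGCCGCGCGT, matches chromosome 2 from 44965374 to 44965393 (plus strand, PAM GGG), and gRNA 2, CGGCCCGCGCGCGTTTCAAT, from 44965721 to 44965740 (minus strand, PAM GGG). The expected deletion of 333 bp, from 44965391 to 44965723, holds the exon at 44965536 to 44965677 (142 bp, 73 of them coding), which is the first coding exon and exon 3 of Zeb2-001. Each guide has 1 perfect site and none with 1 or 2 mismatches. With 3 mismatches the Zeb1 guides have 9 and 11 sites and the Zeb2 guides 1 and 0. Of these, 1 site of Zeb1 gRNA 2 (B3gnt4, Diablo) and the 1 site of Zeb2 gRNA 1 (Pappa) lie in coding exons.

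**Figure D11:**
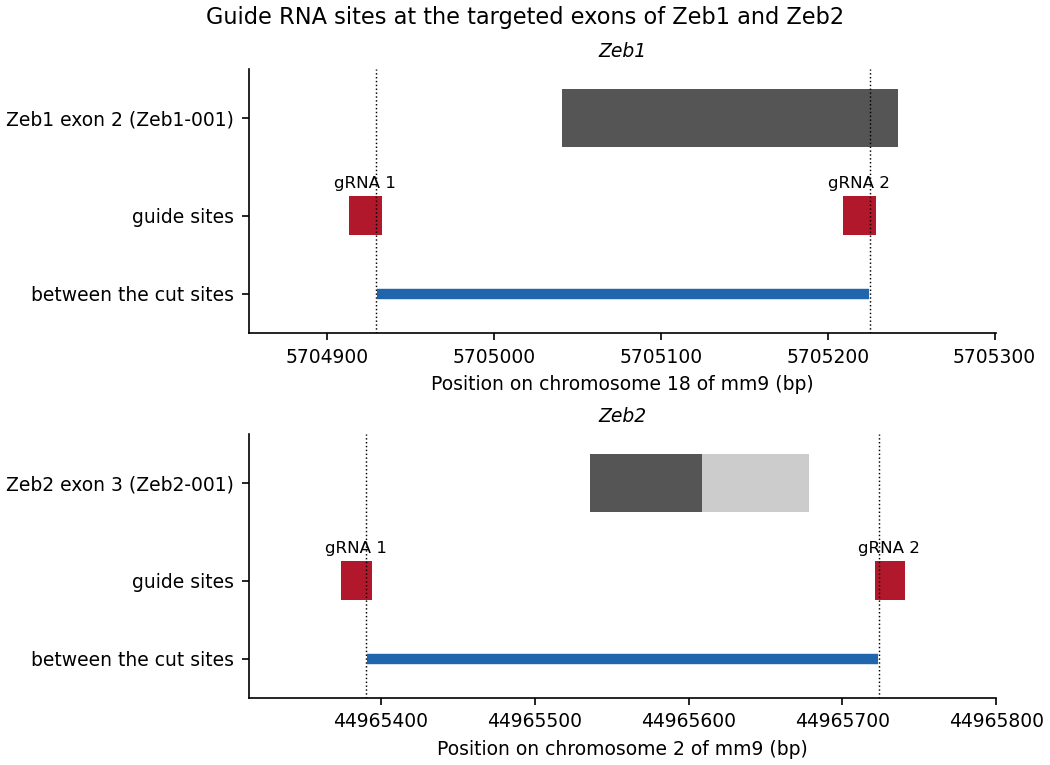
Position (bp, mm9) of the Zeb1 guides on chromosome 18 and the Zeb2 guides on chromosome 2, with expected deletions and the exons of Zeb1-001 and Zeb2-001, coding parts dark and untranslated parts grey. The deletions are 296 and 333 bp long.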

The targeting sequences were generated with the method and tools described in [56]. These cells were than transfected with Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. The cells underwent selection with 1 μg/ml puromycin for two days. Subsequent clones were picked approximately a week later using cloning disks, expanded, and screened for exon 3 deletion by PCR and for loss of Runx1 protein expression by Western blot. The ZebDKO clones were screened by PCR to the targeted exons and Western blot to Zeb1 for protein expression.

### Western blot

Confluent control cells or Runx1KO mK4 cells were collected in 100 ul of RIPA-DOC with protease inhibitors plus 100 ul of 2X sample buffer. Protein samples were run on 7% polyacrylamide gels and then transferred to PVDF. The primary antibodies used were as follows: Runx1 (Cell Signaling #8529), Runx2 (Cell Signaling #8486), Runx3 (Cell Signaling #9647), Zeb1 (Bethyl #a301-922a) and Beta-actin (Sigma #A5441). The indicated antibodies were applied at 1:1000 dilutions (except for beta-actin that was used at 1:5000) in 5% milk in PBST overnight at 4 degrees and following 3x wash in PBST the secondary antibodies were applied at 1:5000 dilution in 5% milk in PBST at room temperature for 1hr. The Western blot signal was detected using Thermofisher Supersignal Femto ECL reagent according the manufacturer protocol and imaged using a Bio Rad Chemidoc MP Imaging System.

### RNA-seq

mK4 control, Runx1KO, and ZebDKO cells were cultured in triplicate in standard mK4 media (DMEM plus 10% FBS, 2% L-glutamine, 1% Pen/Strep, and 1% Sodium Pyruvate) on 12 well plates until nearly confluent. Cells were removed from the plate with trypsin that was subsequently inactivated using mK4 conditioned media to prevent a feeding effect from fresh media activating signaling pathways. RNA was collected using Invitrogen’s Purelink RNA Mini kit according to the manufacturer’s directions. RNA-seq on polyA isolated RNA was performed by the CCHMC sequencing core to produce over 20 million reads per sample.

### RT-qPCR

Biological triplicate samples of RNA were converted to cDNA using Superscript II Reverse Transcriptase from Invitrogen following the manufacturer’s protocol. The cDNA was diluted to 40 ng/μl, and 5μl of each sample was added to each RT-qPCR reaction that were amplified using iTaq Universal SYBR Green Supermix from Bio-Rad and read on a StepOnePlus Real-Time PCR System from Applied Biosystems. Gene expression levels were normalized to Gapdh and changes were determined relative to control cells, with significance calculated using Student’s t-test.

### ATAC-seq

ATAC-seq experiments were carried out in the control mK4 cells and Runx1KO cells in triplicate. Experiments were performed following the protocol laid out by the Kaestner Lab [57]. The Tn5 used in the experiment was prepared using the method outlined in [58]. The purification of the library prep was done in accordance with [59].

### ChIP-seq

Control and Runx1KO mK4 cells were grown on 10cm plates in triplicate until nearly confluent and removed from the plate using trypsin that was inactivated with conditioned media. Individual cells were counted and 10^6^ cells were used to make the ChIP lysates. Cells were incubated in crosslinking solution (1% formaldehyde, 5 mM HEPES [pH 8.0], 10 mM sodium chloride, 0.1 mM EDTA, and 0.05 mM EGTA in RPMI culture medium with 10% FBS) and placed on a tube rotator at room temperature for 10 min. To stop the crosslinking, glycine was added to a final concentration of 0.125 M and tubes were placed back on the rotator at room temperature for 5 min. Cells were washed twice with ice-cold PBS, resuspended in lysis buffer 1 (50 mM HEPES [pH 8.0], 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.25% Triton X-100, and 0.5% NP-40), and placed on a tube rotator at 4C for 10 minutes. Nuclei were harvested after centrifugation at 10,000g for 5 min, resuspended in lysis buffer 2 (10 mM Tris-HCl [pH 8.0], 1 mM EDTA, 200 mM NaCl, and 0.5 mM EGTA), and placed on a tube rotator at room temperature for 10 min. Nuclei were collected again by centrifugation at 10,000g for 5 minutes. Protease and phosphatase inhibitors were added to both lysis buffers. Nuclei were then resuspended in the sonication buffer (10 mM Tris [pH 8.0], 1 mM EDTA, and 0.1% SDS). A S220 focused ultrasonicator (COVARIS) was used to shear chromatin (150- to 500-bp fragments) with 10% duty cycle, 175 peak power, and 200 bursts per cycle for 7 min. A portion of the sonicated chromatin was run on an agarose gel to verify fragment sizes. Sheared chromatin was precleared with 20 μl Dynabeads Protein A (Life Technologies) at 4°C for 1 hr.

Immunoprecipitation of Runx-chromatin complexes was performed with an SX-8X IP-STAR compact automated system (Diagenode). Beads conjugated to antibodies against Runx1 (Rabbit mAb #8529, Cell Signaling) or Runx2 (Rabbit mAb #8486, Cell Signaling) were incubated with precleared chromatin at 4°C for 8 hours. The beads were then washed sequentially with wash buffer 1 (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 0.1% NaDOC, and 1% Triton X-100), wash buffer 2 (50 mM Tris-HCl [pH 7.5], 400 mM NaCl, 1 mM EDTA, 0.1% SDS, 0.1% NaDOC, and 1% Triton X-100), wash buffer 3 (2 mM EDTA, 50 mM Tris-HCl [pH 7.5] and 0.2% Sarkosyl Sodium Salt), and wash buffer 4 (10 mM Tris-HCl [pH 7.5], 1 mM EDTA, and 0.2% Triton X-100). Finally, the beads were resuspended in 10 mM Tris-HCl (pH 7.5) and used to prepare libraries via ChIPmentation [60].

### Processing of functional genomics data

RNA-seq, ATAC-seq, and ChIP-seq reads (in FASTQ format) were first subjected to quality control using FastQC (v0.11.7) (parameter settings:—extract -o output_fastqc -f R1.fastq.gz) [61]. Adapter sequences were removed using Trim Galore (v0.4.2) (parameter settings: -o folder—path_to_cutadapt cutadapt—paired R1.fastq.gz R2.fastq.gz) [62], a wrapper script that runs cutadapt (v1.9.1) [63] to remove adapter sequences from the reads. The quality-controlled reads were aligned to the reference mouse genome version NCBI37/mm9 using STAR v2.6.1e [64]. Duplicate reads were removed using the program sambamba v0.6.8 (parameter settings: -q markdup -r -t 8 trimmed.bam trimmed_dedup.bam) [65]. Gene annotations for RNA-seq analysis were downloaded from the UCSC Table Browser [66] for the NCBI37/mm9 genome in GTF format. Unnormalized gene expression was assessed by counting features for each gene defined in the NCBI’s RefSeq database [67]. Read counting was done with the program featureCounts v1.6.2 from the Rsubread package [68]. Differential gene expression between groups of samples was assessed with the R package DESeq2 v1.26.0 [69]. Differentially expressed genes were defined using a cutoff of 0.3 (30% more expression) and an FDR cutoff of 0.05. Subsequent comparisons to ChIP-seq and ATAC-seq peaks focused on genes displaying over a 2 fold change in expression. For heatmaps, we used the logarithm (base 10) of normalized counts, expressed in transcripts per million (TPM). Plots were created using R base graphics as well as with the ggplot2 package [70].

ATAC-seq and ChIP-seq data were processed using the following steps. Peaks were called using MACS2 v2.1.2 (parameter settings: callpeak -g mm -q 0.01—broad -t trimmed_dedup.bam -f BAM -n trimmed_dedup_peaks) [71]. Specific ChIP peaks were identified by MACS2 peak calling on the combined replicate reads and removing peaks that overlapped with non-specific background peaks called in the Runx1 ChIP in the Runx1KO cells. Peaks shared across experiments (i.e., peaks shared between replicates or shared between treatments/conditions) were identified as peaks with 50% or greater overlap, using BEDtools v2.27.0 [72]. The final peak sets for each condition were obtained by requiring peaks to be present in at least two out of the three biological replicates. When comparing across treatments or conditions, peak overlap between any of the three replicates in either treatment/conditions was considered a shared peak between the treatments/conditions. Final peaks, originally in BED format, were converted to Gene Transfer Format (GTF) format to enable fast counting of reads under the peaks using the program featureCounts v1.6.2 (Rsubread package) (parameter settings: featureCounts—ignoreDup -M -t peak -s 0 -O -T 4 -a common_peaks.gtf -o output_counts.txt trimmed_dedup.bam). The resulting matrix of raw counts was normalized for all experiment types to transcripts per million values (TPMs). TF binding site motif enrichment analysis was performed using the HOMER software package [73], which was modified to use a log base 2 scoring system and the set of mouse motifs contained in build 2.0 of the Cis-BP database [25].

Enrichment analysis for functional genomic datasets: We used the RELI algorithm (32) to identify genomic features (TF binding events, histone marks, ATAC-seq peaks, etc.) that significantly overlap with our functional genomics datasets. As input, RELI takes the genomic coordinates of peaks from an input dataset. RELI then systematically intersects these coordinates with each member of a large collection of functional genomics datasets. The number of input regions overlapping the peaks of each dataset is counted. Next, a p-value describing the significance of the overlap of each dataset is estimated using a simulation-based procedure in which the peaks from the input dataset are randomly redistributed within open chromatin regions in mouse cells. (These open chromatin regions were created from the union set of publicly available mouse DNase-seq datasets obtained from mouse ENCODE [74]. A distribution of expected overlap values is created from 2,000 iterations of this randomly sampling process. The distribution of the expected overlap values from the randomized data resembles a normal distribution and can thus be used to generate a Z-score and corresponding p-value estimating the significance of the observed number of input regions that overlap each dataset.

## Supporting information

S1 Fig Western blot for Runx1, Runx2, Runx3, and actin in C2C12, mK4 and mK4-Runx1KO cells showing that all three Runx proteins are expressed in C2C12, Runx1 and Runx2 in mK4 cells and only Runx2 in the mK4-Runx1KO cells. (PDF) Click here for additional data file.

S2 Fig A) Heatmaps of Runx1 and Runx2 ChIP reads mapped to Runx1 ChIP peaks showing the reproducibility of the ChIP replicates. B) Correlation matrix for Runx1 (left) and Runx2 (right) ChIP showing strong correlation between samples C) Bar graphs of transcription factor motif enrichment -log10 p-values in the Runx1 ChIP in mK4 cells and Runx2 ChIP in mK4 and Runx1KO cells that confirm the strongest enrichment of Runx motifs.
(PDF) Click here for additional data file.

S3 Fig A) Heatmap of Z-scores of individual ATAC-seq samples from mK4 or Runx1KO cells in Runx1-dependent or Runx1KO-induced ATAC-seq peaks showing the reproducibility of the ATAC-seq signal in the replicates and the differences between the mK4 and Runx1KO cells. B) Venn diagrams displaying the overlap of the ATAC-seq peaks between replicates. C) Heatmaps of Runx1 or Runx2 ChIP showing Runx1 binding to both the Runx1-independent and Runx1-dependent ATAC-seq peaks but very little binding to the Runx1KO-induced ATAC-seq peaks. D) Bar graphs of -log10 p-values of motif enrichment in the 3 different classes of ATAC-seq peaks. Runx1-independent ATAC-seq peaks are enriched for AP-1 and Ctcf motifs, Runx1-dependent ATAC-seq enrich for AP-1 and Runx motifs, and Runx1KO-Induced ATAC-seq display enrichment of AP-1, Zeb, and Ctcf motifs.
(PDF) Click here for additional data file.

S4 Fig A) Genomic snapshots of Runx1 and Runx2 ChIP and ATAC-seq around the Runx1KO downregulated genes *Twist2*, *Tnc*, *Zfp810*, *Inhbb*, *Lef1*, and *Igfbp4* that shows Runx1 and Runx2 binding to ATAC-seq peaks that are lost in Runx1KO cells. B) Heatmaps Runx1 or Runx2 ChIP on Runx1-dependent ATAC-seq peaks split into those sites that retain Runx2 binding in Runx1KO cells or sites where Runx2 binding is lost. The Runx1-dependent ATAC-seq that lose Runx2 binding in Runx1KO cells fail to enrich for genes that are down-regulated in Runx1KO cells more than the Runx1-dependent ATAC-seq that retain binding of Runx2.
(PDF) Click here for additional data file.

S5 Fig A) Genomic snapshots of aforementioned Runx1 target genes showing the reproducibility of the signal in all three of the replicates for the ATAC-seq, Runx1-ChIP, and Runx2-ChIP. B) Additional examples not discussed in the text.
(PDF) Click here for additional data file.

S6 Fig A) Plot showing transcription factor motif enrichment (-log10 p-value) in Runx1-dependent versus Runx1KO-induced ATAC-seq peaks that shows AP-1 motifs are strongly enriched in both but Zeb, Ctcf, Klf, and Grainyhead motifs are specific to Runx1KO-induced ATAC-seq peaks while Runx1 motifs are enriched only in Runx1-dependent ATAC-seq peaks. B) Genomic snapshot of Zeb1 that shows the loss of ATAC-seq signal at the TSS that is lost in Runx1KO cells, which is consistent with the loss of expression in these cells. C) Graph of normalized RNA-seq reads showing the upregulation of Pard6b in Runx1KO cells as expected for a Zeb repressed gene. D) RT-qPCR analysis confirming the dramatic down-regulation of both Zeb1 and Zeb2 and upregulation of Pard6b in Runx1KO cells, but lack of difference for the unrelated gene Hes1.
(PDF) Click here for additional data file.

S7 Fig A) RT-qPCR showing that Runx1KO and ZebDKO cells have similar upregulation of *Pard6b*, *Grhl2*, and *Itgb4*. B) Genomic snapshots of *Pard6b*, *Grhl2*, and *Itgb4* displaying chromatin opening of potential enhancers containing Zeb motifs in all three ATAC-seq replicates (red boxes) from Runx1KO cells. C) Heatmap of genes displaying over 2 fold change in expression in Runx1KO and ZebDKO cells compared to control mK4 cells. D) GSEA analysis showing enrichment for genes that were increased over 2 fold in Runx1KO cells in the set of genes that were increased by over 2 fold in the ZebDKO cells, as expected given the known repressive function of Zeb proteins.
(PDF) Click here for additional data file.

S1 Table This table is an excel file containing the RNA-seq expression data presented as the transcripts per million (TPM), the genes displaying over 2 fold change in expression with an FDR of less than 0.05 between the Runx1KO and control or ZebDKO and control cells, and the hypergeometric comparison of the gene expression changes with the genes associated with ChIP-seq or ATAC-seq peaks. (XLSX) Click here for additional data file.

S2 Table This excel file contains the Gene Ontology analysis of the biological pathways that are enriched in the genes that are either upregulated or downregulated by over 2 fold in the Runx1KO cells compared to the control cells. (XLSX) Click here for additional data file.

S3 Table This table contains the HOMER transcription factor motif enrichment analyses for the various ChIP-seq and ATAC-seq peaks as separate tabs. (XLSX) Click here for additional data file.

S4 Table This excel file contains the RELI analyses of the ChIP-seq and ATAC-seq peaks that shows the significant overlap with other genomic datasets. (XLSX) Click here for additional data file.

S1 Data This file contains the primer and gRNA sequences used in this manuscript. (XLSX) Click here for additional data file.

S2 Data This file has the underlying RT-QPCR data used to the generate the graphs in this manuscript. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

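The deposited files cover RNA-seq of control, Runx1KO and ZebDKO mK4 cells (3 libraries each), ChIP-seq for Runx1 in control cells and for Runx2 in control and Runx1KO cells, and ATAC-seq of control and Runx1KO cells. The design, the groups and a list of alternatives were set before the data were examined. Other alternatives were added afterwards and are named as such where their values are given.

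Per the paper, reads were trimmed with Trim Galore, aligned with STAR to mm9, cleared of duplicates with sambamba and counted with featureCounts. For RNA-seq the authors counted reads on RefSeq genes and deposited TPM, a value scaled for gene length and for the sum of each library, without stating which lengths were taken. The deposited TPM table of 9 libraries lists 24953 genes with 1 decimal. A further deposited TPM table of 6 libraries lists 32792 genes with 2 decimals, and was used as an alternative for the comparison of Runx1KO with control cells. It holds 26 gene names that a spreadsheet turned into dates. The text does not state whether strand was used in counting or how many clones were sequenced, so clone and genotype cannot be separated. The paper's own comparison of genes came from DESeq2 v1.26.0 run by the authors on counts.

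For ChIP-seq the authors called peaks with MACS2 on the combined reads of the replicates and removed peaks found with the Runx1 antibody in Runx1KO cells. The fold in these lists is the authors' enrichment over local background at the summit. The -log10 q values are those of MACS2, as deposited by the authors, with the -log10 p beside them not used here, and the score is the authors' deposited integer of 10 times the -log10 q. The methods give a q-value limit of 0.01 and broad peaks, while the deposited lists have the columns of narrow peaks and q-values up to 0.0494. For ATAC-seq the authors kept MACS2 peaks present in at least 2 of 3 replicates and deposited 3 lists, split by a 2-fold change. The log2 values in them are, as deposited by the authors, the fold change of Runx1KO over control. The accompanying -log10 values were deposited by the authors without a label and may be p or adjusted p. Neither the ChIP-seq nor the ATAC-seq lists hold values per replicate, so no test across replicates could be made from them.

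Depth cannot be read from these files, since TPM keeps no read number and peak lists keep no reads. Genes near 0 TPM move in steps of 0.1, and a fold change on log2(TPM+1) understates the change of genes of low TPM. Genes detected and the share of the most abundant genes stand in for depth. The 9 libraries were taken as 9 samples. Numbers of replicates of different genotypes were not taken as pairs, and a model with the replicate number as a block was run as an alternative.

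Expression was analysed with R 4.3.3 and limma 3.58.1. Genes with at least 1 TPM in at least 3 of the 6 libraries of a comparison were fitted on log2(TPM+1), with a trend in the prior variance, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an absolute log2 fold change over 1 and an adjusted p under 0.05. Alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter of 5 TPM, median-ratio scaling, quantile normalization, the replicate block, 1 fit over all 9 libraries, a limit of 1.3-fold, no trend, each library left out in turn, and the 6-library table. A count model was planned as an alternative and was not run, because no counts were in the files analysed. Gene sets were tested with camera at a preset correlation of 0.01, with camera at the estimated correlation, and with fry. The sets were the genes called in Runx1KO cells, and lists of 40 epithelial and 35 mesenchymal genes written down from general knowledge. All 10 ways of splitting 6 libraries into groups of 3 were run, and 100 draws of the 9 libraries into 3 groups for the shared changes. All 9 libraries were simulated 100 times around the control means, with both knockout groups unchanged and the simulated controls shared, and the real comparisons were also made with different control libraries.

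Peaks were intersected with bedtools 2.31.1 and summarised with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with sequences read by pysam 0.24.0 and samtools 1.23.1 from mm9. Figures were drawn with matplotlib 3.10.9. A Runx1 peak was shared with Runx2 when at least 50% of it was covered, and an ATAC-seq peak was bound when it overlapped a ChIP-seq peak by at least 1 bp. Alternatives were other required overlaps, 200 bp around the middle, the stronger part of the ChIP-seq peaks, and matching in width and GC content. Chance overlap came from 100 random placements on the same chromosome, and the classes were also compared over 10000 circular shifts of the labels. Runx (TGTGGT), AP-1 (TGASTCA), Zeb (CAGGTR), Grhl and Ctcf matches were counted on both strands, with 1 dinucleotide-shuffled copy of each peak as background. A consensus match is coarser than a weight matrix, and HOMER was not run. Odds ratios carry 95% intervals and two-sided p-values that treat peaks as independent, which neighbouring peaks are not. Benjamini-Hochberg adjustment was made within each family of peak, motif and gene tests, which was added after these tests had been run.

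Genes were placed on GENCODE vM1 models by symbol, and 85.3% of the genes tested in Runx1KO cells found a position. Genes near peaks follow the GREAT rule of 5 kb upstream, 1 kb downstream and an extension of up to 1000 kb. The nearest start within 100 kb, starts within 20 kb and a background of all annotated genes were the alternatives. Named loci were read in windows of 100 kb around the gene, and of 350 kb around Zeb1, Zeb2 and Osr1. Guides of 20 bases were searched in mm9 on both strands with up to 3 mismatches next to NGG. Genes named in the texts are those the paper names, members of their families, the genes on the lists, and the 3 largest rises and falls of each comparison.

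The expression steps were tested on simulated data, where 199 of 200 changed genes were called and 0 others, of 12242 tested. The peak steps passed 21 of 21 checks, and the circular shifts were tested on simulated data with blocks at random offsets, where 5% of 200 runs without a difference fell under 0.05. An earlier simulation, with blocks aligned to those of the labels, had failed this check by giving too many such runs, and the simulated data were changed, so the shifts can give p-values that are too small where borders coincide. RT-qPCR, Western blots, genotyping, qPCR of accessible regions, H3K27 acetylation, GO terms and overlaps with other cell types are not analysed here. The deposited data files analysed hold no values for them. Per the paper, its supplement holds RT-qPCR values, GO terms and overlaps with other datasets, and these were not re-analysed.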

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

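The tests of scaling, histone families and deposited p-values in this part were chosen only after the values had been seen.

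The H2A genes rose in ZebDKO cells. Summed over the 14 listed H2A genes, TPM went from 55.6 ± 2.66 in control to 4153 ± 125 in ZebDKO libraries (SD, n = 3 each), a ratio of 74.7, and in Runx1KO cells the ratio was 1.27. Hist1h2ap alone rose 337-fold. Of 12 H2A genes tested 11 were higher, with a median log2 fold change of 3.29. If RNA without a poly(A) tail had been kept in the ZebDKO libraries, the other histone families could be expected to rise too, but the largest ratio among H1, H3 and H4 genes was 1.01, and that of H2B genes was 2.15. Reads moving between near-identical listed copies may change single genes and would leave the sum as it was, while the sum itself rose 74.7-fold. Neither moves among the listed copies nor RNA without a poly(A) tail accounts for the rise. Reads left uncounted, or counted on copies outside the list, would change the sum, so they are not excluded. Whether the rise is a property of the ZebDKO line, of a batch or of read assignment was not tested. The reads themselves are not analysed here.

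Runx1 mRNA was higher in Runx1KO than in control cells, with a log2 fold change of 0.74. Differences in scaling might have produced this, but the lowest value over the other scalings was 0.73. A transcript without exon 3 could still be made and counted, and a loss of feedback on the gene may also raise it. Neither was tested, since gene-level TPM does not separate exons. In ZebDKO cells, where Runx1 is intact, Runx1 mRNA was lower, with a log2 fold change of -0.73.

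Of the 37481 ATAC-seq peaks in the independent class, 7570 lie past 0.05 in the authors' deposited table. Among those with a lower signal in Runx1KO cells, 856 of 4267 (20.1%) overlap a Runx1 peak, and among those with a higher signal 282 of 3303 (8.54%). The odds ratio is 2.69 (95% interval 2.33 to 3.10, p 3.88e-46, Benjamini-Hochberg adjusted 1.94e-45 over 10 tests). Of the independent peaks not past 0.05, 9.04% overlap one. This is consistent with an effect of Runx1 binding on accessibility that goes beyond the peaks past a 2-fold change, and peak width or strength might contribute.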

How the results depend on the processing

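Alternatives marked here as added were chosen only after the results had been seen, and all others were set before the data were examined.

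Over all results 787 alternative values were computed. Of these 707 gave the same result, 31 moved a size or count, 11 were stronger, 8 weaker and 30 turned direction. For single genes 340 of 346 were the same. A count model was planned and was not run, because the files analysed hold no counts.

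The number of called genes depends mostly on the limit of fold change. At 1.3-fold 2413 genes were higher and 2444 lower in Runx1KO cells, and 2244 higher and 4502 lower in ZebDKO cells, where the main counts were 1034, 666, 973 and 944. A filter of 5 TPM left 442 lower genes in Runx1KO cells. Median-ratio scaling left 623 lower genes in ZebDKO cells, which follows from a median log2 fold change of -0.18 over all genes there before scaling. With the replicate number as a block the counts were 1040 and 669 in Runx1KO, and 978 and 945 in ZebDKO cells.

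Leaving out 1 library gave 615 to 1041 higher and 375 to 681 lower genes in Runx1KO cells, and 627 to 981 higher and 790 to 992 lower genes in ZebDKO cells. The filter asks for 3 libraries with 1 TPM, so with 2 libraries left in a group genes present in that group alone are no longer tested. With a filter of 2 libraries, an added alternative, the counts were 1030 to 1054 and 675 to 693 in Runx1KO cells, and 970 to 991 and 936 to 1001 in ZebDKO cells. Genes changed the same way in both lines numbered 542 to 601 with a library left out, against 732, and the correlation was 0.48 to 0.59.

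The correlation of fold changes between both lines was 0.576 over all genes, 0.841 over genes called in both, and 0.513 in simulations of unchanged groups, where no gene is changed and shared calls were 0 for that reason. The mesenchymal list in ZebDKO cells, with a median log2 fold change of -0.56, gave p of 0.434 with camera and 8.13e-06 with fry, an added alternative. Ovol1 fell under the limit of 2-fold in the 6-library table, with 0.87. At the limit of 1.3-fold Runx1 and Runx2 in both lines and Klf2 in ZebDKO cells were called as well, without a change in their values.

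The share of Runx1 peaks with a Runx2 peak was 59.4% in control and 51.5% in Runx1KO cells. It was 61.9 and 53.3% for overlaps of 1 bp, 40.5 and 31.2% for reciprocal overlaps of 50%, and 68.0 and 60.0% for the stronger peaks by median. Added alternatives gave 75.0 and 66.8% for the stronger Runx1 peaks with all Runx2 peaks, and 60.5 and 52.7% for q-values up to 0.01. The share was lower in Runx1KO cells in each of them. The stronger peaks give higher shares, which is consistent with weak peaks being missed near the calling limit. Of Runx1-bound dependent regions 83.5% held a Runx2 peak in Runx1KO cells, and 71.8% when 50% of the region was required, 71.8% when it was required of both, and 74.6% for the stronger peaks.

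Whether Runx2 peaks lie less on dependent than on independent regions depends on the setting. The odds ratio was 0.905 in control and 0.782 in Runx1KO cells. It turned to 1.63 and 1.13 with 50% of the region, and to 1.62 and 1.13 with 50% of both. In control cells it also turned with 200 bp around the middle (1.08), the stronger peaks (1.01) and matched widths (1.08), and in Runx1KO cells matched widths gave 0.934. The cause was not tested.

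Among motifs, the Runx consensus in induced against independent regions went from 0.879 to 1.03 with 200 bp around the middle. AP-1 in dependent against induced regions went from 1.08 to 0.921 with 200 bp, to 0.975 relative to shuffled copies and to 0.871 with matched regions, so these classes might not differ in AP-1. Grhl in dependent against independent regions rose from 0.435 to 0.963 relative to shuffled copies. In induced against independent regions it went from 0.636 to 0.849 with 200 bp, to 1.25 relative to shuffled copies and to 0.966 with matched regions. In Runx1 peaks against shuffled copies it went from 0.714 to 1.11 with 200 bp, and in Runx2 peaks of Runx1KO cells from 0.795 to 0.838. In regions without a Zeb consensus, induced against dependent, it went from 1.18 to 2.599 with matched regions. The cause was not tested.

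For genes near peaks, lower genes near Runx1 peaks in Runx1KO cells went from 1.22 to 1.09 with the nearest start and to 0.761 within 20 kb. With all annotated genes as background the folds near independent regions turned above 1. They became 1.13 for higher and 1.09 for lower genes in Runx1KO cells, 1.13 and 1.18 in ZebDKO cells, and 1.18 for lower genes of Runx1KO cells near Runx1-bound independent regions. In ZebDKO cells higher and lower genes near Runx1-bound independent regions became 1.19 and 1.27, and higher genes near Runx1-bound dependent regions 1.25, near those with Runx2 in Runx1KO cells 1.21 (p 0.0616) and near Runx1 peaks 1.02 (p 0.299). Expressed genes lie near open regions more often than others, which may account for these turns. Lower genes of ZebDKO cells near Runx1 peaks went to 0.954 with the nearest start, to 0.811 within 20 kb and to 1.04 with a pseudocount of 0.1. Higher genes of ZebDKO cells near dependent regions went from 1.01 to 1.11 with the nearest start, to 1.17 within 20 kb, to 1.18 with all annotated genes and to 0.987 with a pseudocount of 0.1, which also took higher genes near Runx1-bound dependent regions without Runx2 in Runx1KO cells from 1.01 to 0.972. For genes higher in Runx1KO cells these last regions gave 0.560, and 1.05 within 20 kb. Lower genes of ZebDKO cells near Runx1-bound dependent regions without Runx2 in Runx1KO cells went from 1.39 (p 0.0782) to 1.77 with all annotated genes and to 0.772 within 20 kb (p 0.743).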

Differences from the paper's values

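The comparisons in this part use the settings chosen before the data were examined, and the reading of the paper's supplement and figures was chosen only after the results were seen.

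The paper's text gives 1599 transcripts higher and 1041 lower in Runx1KO cells, and the paper's Fig 2A legend gives 1705 and 1182, where the fit of TPM here gave 1034 and 666 genes. Of the alternatives set before the data were examined, a pseudocount of 0.1 came closest to the paper with 1201 higher and 822 lower, and the limit of 1.3-fold went past it with 2413 and 2444. The paper's counts come from reads and a count model, which may call more genes of low TPM, and adding 1 to TPM could account for part of the gap. The copy of the paper's supplement at hand is cut short, with 1997 genes read for Runx1KO cells and 641 left out, and 1995 read for ZebDKO cells and 1018 left out. Over 1431 genes listed in the paper's supplement for Runx1KO cells and 1412 for ZebDKO cells, every gene changed in the same direction here, and the median difference between both values, taken as log2 ratios of mean TPM, was 0.07 and 0.19.

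For called genes near peaks the folds here are smaller than the paper's. Lower genes near Runx1 peaks gave 1.22 against the paper's 1.87, and higher genes gave 0.792 against the paper's 1.41 in the text and the paper's 1.29297 in its supplement. Lower genes near dependent peaks gave 2.00 against the paper's 3.12, near Runx1-bound dependent peaks 2.72 against the paper's 4.08, and near those without Runx2 in Runx1KO cells 2.16 against the paper's 4.12. With all annotated genes of the table as background the same folds were 1.42, 0.920, 2.33, 3.47 and 2.64. The paper's supplement takes 32791 annotated transcripts as background. The background of tested genes used here is smaller than that, which may lower a fold, since genes near peaks are more often expressed. Peaks within 20 kb of a start gave 3.10 for lower genes near dependent peaks.

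In the paper's supplement, higher genes have a fold of 1.34582 near dependent peaks, of 1.1415 near Runx1-bound dependent peaks, of 1.11802 near those with Runx2 in Runx1KO cells and of 1.34159 near those without. The same folds were 0.793, 0.624, 0.668 and 0.560 here, so that the paper's values lie above 1 and these below it. A background of all annotated genes gave 0.922, 0.797 and 0.868 for the first 3, and starts within 20 kb gave 1.05 for the last. Near induced peaks the paper's supplement gives 2.86452 for higher and 1.541 for lower genes, and 1.74 and 0.862 were found here. For higher genes 20 kb around the start gave 2.52 and might account for part of that gap. No alternative closed the gap for lower genes.

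The overlap of Runx1 peaks with Runx2 peaks of control cells was 325 times that of random placement, where the paper gives 194.46. For Runx1KO cells it was 264, where the paper gives 177.85. The random sets differ, and no alternative was set for this value. Overlaps of 1 bp gave 61.9 and 53.3% of Runx1 peaks.

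For single genes the paper's supplement was compared on the log2 ratio of mean TPM. Grhl2 gave 5.63 in Runx1KO cells against the paper's 4.87, and 3.50 in ZebDKO cells against the paper's 2.99. Its control value of 0.1 TPM is the smallest step of the table, and the ratio could be off for that reason. The fitted alternatives for Grhl2 in Runx1KO cells ran from 1.76 to 4.66, the highest with a pseudocount of 0.1 in place of 1. Cldn4 gave 10.76 against the paper's 1.14 in Runx1KO cells, and 8.47 against the paper's 1.35 in ZebDKO cells, with fitted values of 7.70 and 5.43. No alternative brought Cldn4 near the paper's value. Pard6b in ZebDKO cells gave 2.35 against the paper's 2.54, and Cgn 3.80 against the paper's 3.99. The alternatives of scaling were fitted on log2(TPM+1). There median-ratio scaling moved Pard6b from 2.31 to 2.49 and Cgn from 3.61 to 3.79. These shifts are about as large as the gaps for Pard6b and Cgn, so scaling may account for them.

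The squared correlation of fold changes was 0.707 over genes past 2-fold in both comparisons and 0.849 past 4-fold, beside about 0.61 and about 0.77 in Fig 5E, read by eye.

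At single loci the deposited lists differ from the paper's description. Fig 4E gives no coordinates for the region downstream of Zeb2, and it was matched by eye to the region 148.0 kb from the start. That one is in the independent class, at -0.67 in the authors' deposited table, has Runx2 peaks, and the Runx1 list has no peak on it. Another region with Runx2 peaks, 190.2 kb from the start, has a Runx1 peak and is in the independent class as well, at 0.02 in the authors' deposited table. Both regions near Osr1 have a Runx2 peak in Runx1KO cells, with the authors' folds of 5.28 and 7.72 after 8.22 and 8.87 in control. Ovol1 did not rise in ZebDKO cells, at 0.733 TPM in both groups. Grhl matches in induced peaks without a Zeb consensus were about as frequent as in dependent peaks without one, with an odds ratio of 1.18 (p 0.394), but matched in width and GC content they were more frequent, as in the paper, with 2.599 (p 0.00116), and 200 bp around the middle gave 1.53 (p 0.137).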

Other observations

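The groupings of libraries, the splits of shared genes and the tests on Runx2 peaks of a single cell line in this part were chosen only after the main results had been seen, while the epithelial and mesenchymal lists were set before.

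Epithelial genes rose and mesenchymal genes fell in Runx1KO cells. Of 40 epithelial genes 26 were tested, 22 were called higher, over all genes and adjusted over the list alone, and their median log2 fold change was 2.59 (camera p 4.68e-14, with estimated correlation 0.00108, fry 3.92e-10, two-sided). Of 35 mesenchymal genes 24 were tested, 13 were called lower, over all genes and over the list alone, with a median of -1.30 (camera p 4.87e-07, with estimated correlation 0.0299, fry 8.70e-08). In ZebDKO cells 21 epithelial genes were called higher, over all genes and over the list alone, with a median of 2.15 (camera p 7.45e-14, estimated correlation 0.00111, fry 2.49e-09). The mesenchymal genes moved less there, with 7 called lower and 2 higher over all genes and over the list alone, a median of -0.56, and camera p of 0.434 (0.563 with estimated correlation, 8.13e-06 with fry). Only that last call depends on the test. By the filter, genes under 1 TPM in control were tested only if they reached 1 TPM in the knockout libraries. The epithelial medians, calls and p-values therefore rest in part on genes kept because they rose. With 1 library left out, the epithelial median ran from 1.75 to 2.61 in Runx1KO and from 1.15 to 2.17 in ZebDKO cells. The lowest values came without a knockout library, when genes present in that group alone are no longer tested. The mesenchymal median ran from -1.33 to -0.84 in Runx1KO and from -0.58 to -0.40 in ZebDKO cells. In control cells 6 of the tested epithelial and 14 of the tested mesenchymal genes lie above 10 TPM.

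With 3 libraries per group 6 libraries can be split in 10 ways. Only the real split gave as many calls, 1 of 10 for Runx1KO and 1 of 10 for ZebDKO, and the 9 others gave 0 calls each. The same 1 of 10 was found for the genes higher in Runx1KO cells as a set in ZebDKO cells, for the epithelial list in both lines and for the mesenchymal list in Runx1KO cells. Since 1 of 10 is the smallest result 10 splits can give, these results and chance cannot be told apart by splits alone. For the mesenchymal list in ZebDKO cells 3 of 10 splits gave a camera p as small.

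Genes changed in both lines were set against their shared controls. Genes called in one line against 2 control libraries, and past 2-fold in the other line against the control library left, went the same way in 90.5 to 93.4% of cases over 6 arrangements, where unrelated directions would give 57.4 to 62.7%. Noise of single control libraries therefore does not explain the shared direction of these genes. A difference of all control libraries from both knockout lines that does not come from the knockouts was not tested. Over all genes, different control libraries gave a Pearson correlation of at least 0.512, a Spearman correlation of at least 0.348 and at least 61.9% of genes with the same direction. Shared controls are therefore not the whole source of these values either. The Spearman correlation of 0.384 and the 64.3% found with shared controls lie below the 0.461 and 66.7% of simulations without any change. Set against those simulations alone, they say little. Also, 36 of 100 draws of the 9 libraries into 3 groups gave a correlation at least as large, from -0.779 to 0.944 over all draws, and as many shared calls came in 6 of 100, all with a real group whole as the reference, while the other 94 gave at most 0. The real grouping is one of the 36 and of the 6. These draws mix 3 genotypes that differ, so large correlations of either sign are built into them, and they say nothing about chance without such differences.

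Runx1 peaks without a Runx2 peak in Runx1KO cells were weaker. The median of the authors' fold was 0.745 lower than in those with one (95% interval 0.660 to 0.794), which is consistent with peaks near the calling limit being missed. Peak width does not explain why Runx1 peaks overlap dependent more than induced regions, since matching left an odds ratio of 8.69. Width and GC content do not explain the Zeb consensus in induced regions either, where matching left 6.22.

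Of the 1034 genes higher in Runx1KO cells, those also higher in ZebDKO cells have an induced peak nearby in 83.9% of 392 cases, and those not called there in 72.9% of 292 (odds ratio 1.94, p 0.000578, adjusted 0.00145, two-sided). Genes near induced peaks with a Zeb consensus were more often higher in ZebDKO cells, with an odds ratio of 2.33, which is consistent with these peaks accounting for part of the rise. The genes higher in Runx1KO cells alone might be repressed by Runx1 directly. They have a Runx1 peak nearby in 44.2% of cases against 39.3% of those higher in both, an odds ratio of 1.22 (0.90 to 1.66, p 0.21, adjusted 0.3). Genes not tested in ZebDKO cells are in neither group. Of all 882 genes higher in Runx1KO cells with a position, 39.7% have a Runx1 peak nearby, so adding the genes left out would lower the 44.2%. Of all tested genes 50.1% have one. The interval of 38.6 to 49.9% leaves most of these genes, by a narrow margin, without a called Runx1 peak nearby by the GREAT rule. Direct repression through such a called peak is then not the account of most of them. Binding below the calling limit would be missed, so direct repression without a called peak is not excluded. For the excess over genes higher in both, direct repression and chance cannot be told apart. Genes lower in Runx1KO cells alone have a Runx1-bound dependent peak nearby in 27.5% of 305 cases and those lower in both in 25.4% of 244, an odds ratio of 1.12 (0.76 to 1.64, p 0.627, adjusted 0.659), which likewise cannot be told apart from chance. The interval of 22.8 to 32.8% leaves most of them without such a called peak too, by the same rule. Loss of a called peak of this kind is then not the account of most of them, though 9.81% of all tested genes have one.

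Runx2 peaks called in Runx1KO cells and not in control cells could lie on chromatin that opens there. They overlap induced regions in 2.38% of 4800 cases and those of control cells alone in 2.24% of 6688, an odds ratio of 1.06 (0.83 to 1.36, p 0.659, adjusted 0.659), so opened chromatin holds few of them. How these intervals are read, here and for the genes changed in Runx1KO cells alone, was settled after the values were seen. They lie on independent regions in 53.1% of cases against 29.0% (odds ratio 2.77, p 1.83e-150).

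Some genes moved apart in the knockout lines. Gdnf fell in Runx1KO cells and stood at 39.8 ± 1.44 TPM in ZebDKO cells, above its 12.7 ± 1.15 TPM in control (SD, n = 3 each; limma Benjamini-Hochberg adjusted p 1.03e-06). Tmsb4x stood at 640 ± 3.49 TPM in ZebDKO cells, 5.12 times its control mean, and was almost absent in Runx1KO cells. Tnc fell in Runx1KO cells and stood at 100.2 ± 5.03 TPM in ZebDKO cells. Runx2 mRNA was lower in both lines, with log2 fold changes of -0.45 in Runx1KO and -0.59 in ZebDKO cells.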
